# Cross-Species Co-analysis of Prefrontal Cortex Chronic Ethanol Transcriptome Responses in Mice and Monkeys

**DOI:** 10.3389/fnmol.2019.00197

**Published:** 2019-08-13

**Authors:** James W. Bogenpohl, Maren L. Smith, Sean P. Farris, Catherine I. Dumur, Marcelo F. Lopez, Howard C. Becker, Kathleen A. Grant, Michael F. Miles

**Keywords:** alcohol, ethanol, genomic, network analysis, WGCNA, microarray, primate, cross-species

## Abstract

Despite recent extensive genomic and genetic studies on behavioral responses to ethanol, relatively few new therapeutic targets for the treatment of alcohol use disorder have been validated. Here, we describe a cross-species genomic approach focused on identifying gene networks associated with chronic ethanol consumption. To identify brain mechanisms underlying a chronic ethanol consumption phenotype highly relevant to human alcohol use disorder, and to elucidate potential future therapeutic targets, we conducted a genomic study in a non-human primate model of chronic open-access ethanol consumption. Microarray analysis of RNA expression in anterior cingulate and subgenual cortices from rhesus macaques was performed across multiple cohorts of animals. Gene networks correlating with ethanol consumption or showing enrichment for ethanol-regulated genes were identified, as were major ethanol-related hub genes within these networks. A subsequent consensus module analysis was used to co-analyze monkey data with expression data from a chronic intermittent ethanol vapor-exposure and consumption model in C57BL/6J mice. Ethanol-related gene networks conserved between primates and rodents were enriched for genes involved in discrete biological functions, including; myelination, synaptic transmission, chromatin modification, Golgi apparatus function, translation, cellular respiration, and RNA processing. The myelin-related network, in particular, showed strong correlations with ethanol consumption behavior and displayed marked network reorganization between control and ethanol-drinking animals. Further bioinformatics analysis revealed that these networks also showed highly significant overlap with other ethanol-regulated gene sets. Altogether, these studies provide robust primate and rodent cross-species validation of gene networks associated with chronic ethanol consumption. Our results also suggest potential novel focal points for future therapeutic interventions in alcohol use disorder.

## Introduction

Alcohol abuse and dependence, clinically defined as “alcohol use disorder (AUD),” represents a serious public health problem in the United States and worldwide. Almost 90,000 Americans die each year from alcohol-related causes, which makes it the third leading preventable cause of death in the United States (Stahre et al., 2014). Approximately 17 million Americans, comprising 7.2% of the national population, had an AUD, according to a 2012 survey (Substance_Abuse_and_Mental_Health_Services_Administration, 2012). Despite the prevalence and severity of the disorder, few effective treatments for alcohol abuse exist today. Advancing our knowledge of the biological underpinnings of alcohol abuse will aid in the development of new, more-effective treatments.

Alcohol use disorder (AUD) is strongly influenced by genetic factors, and recent findings suggest that many genes of small effect size likely contribute to alcohol-related phenotypes (Kerns et al., 2005; Mulligan et al., 2006; Tabakoff et al., 2008; Wolen et al., 2012). Unfortunately, human genome-wide association studies have only identified a handful of genes that are significantly associated with alcoholism, mostly genes involved in alcohol metabolism (Zuo et al., 2014; Hart and Kranzler, 2015). Identifying, validating, and characterizing more of the genes that influence alcohol-related behaviors is vital to our understanding of the molecular mechanisms underlying AUD development and susceptibility.

Ethanol has multiple direct molecular targets, producing alterations in neuronal function and signal transduction (Spanagel, 2009; Ron and Barak, 2016). Moreover, acute and chronic ethanol exposure has prominent actions on gene expression in multiple brain regions, representing a potential underlying mechanism for neuronal plasticity and behavioral sequelae seen with AUD (Kerns et al., 2005; Zhou et al., 2011; Osterndorff-Kahanek et al., 2015; Smith et al., 2016). Such genomic evidence has shown that many genes are expressed as networks with a hierarchical organization (Oldham et al., 2008), whereby the expression of one gene influences the expression of others (Jordan et al., 2004; Snel et al., 2004; Chen et al., 2008). Rather than just identifying lists of single genes, genome-wide expression studies allow application of network-based approaches to functionally organize ethanol responses (Wolen et al., 2012; Smith et al., 2016). Perturbations such as alcohol abuse can alter not only the expression of individual genes but can change the relationship between genes within a network, which could have widespread consequences in animal physiology and behavior (Zhou et al., 2011; Iancu et al., 2013; Smith et al., 2016). Furthermore, network analysis allows the identification of highly connected “hub genes” that may influence the network as a whole and serve as potential targets for therapeutic treatments (Farris et al., 2010; Wolen and Miles, 2012).

To more closely assess brain gene network alterations relevant to the neurobiology of AUD in humans, our studies here have utilized a robust primate model of chronic alcohol consumption in rhesus macaques. Grant et al. (2008) have shown through numerous studies that a schedule-induced polydipsia model can be used to produce reliable high levels of voluntary chronic ethanol consumption, mimicking many aspects of AUD (Baker et al., 2014; Allen et al., 2018). Following a 1-year exposure to ethanol consumption, we identified brain genome-wide expression changes using microarray analysis of anterior cingulate and subgenual cortex. These areas were selected because of their involvement in addiction-related processes, such as reward-based learning, emotion, and motivation (Bush et al., 2000; Allman et al., 2001; Drevets et al., 2008); they have strong connections with other addiction-related brain areas, such as the nucleus accumbens, ventral tegmental area, amygdala, and hippocampus (Freedman et al., 2000; Ongür et al., 2003; Onn and Wang, 2005; Fillinger et al., 2017); and they are dysregulated in addicted states (Goldstein and Volkow, 2002; Volkow et al., 2003; Contreras-Rodríguez et al., 2015). To further validate our results for gene networks related to ethanol consumption, we performed a cross-species analysis of the rhesus data with a chronic exposure model in mice (Becker and Lopez, 2004; Smith et al., 2016; van der Vaart et al., 2017). Such an analysis could provide independent confirmation of networks identified in a single species and prioritize targets for future mechanistic studies.

Our results identify several novel gene expression networks correlating with chronic ethanol consumption in rhesus macaques. Furthermore, we identify several networks conserved across rhesus and mouse chronic ethanol consumption models. These studies identify a novel divergence of networks relating to ethanol consumption vs. being over-represented for ethanol-regulated genes *per se*. Thus, our experiments provide a robust cross-species validation of gene networks relating to ethanol consumption, increasing the probability of translational impact on AUD in humans.

## Materials and Methods

Further details on materials and methods are available in the Supplementary Methods, including about the animal subjects, bioinformatics, cell type enrichment analysis, and collation of homologous genes for the cross-species analysis. No actual animal experiments were conducted during these studies. Tissue samples from rhesus macaques were obtained from the Monkey Alcohol Tissue Research Resource^1^ (MATRR). Mouse microarray data was obtained from experiments to be reported elsewhere (Smith et al.; preprint available at https://www.biorxiv.org, MS ID#: BIORXIV/2019/688267).

### Animals and Ethanol Treatments

All primate procedures were conducted in accordance with the NIH and the Guide for the Care and Use of Laboratory Animals and approved by the Oregon National Primate Research Center IACUC. Tissue from 46 adult male rhesus macaques (*Macaca mulatta*), aged 5 to 11 years, was used in this study. These animals, individually housed at the Oregon National Primate Research Center, were induced to drink ethanol by schedule-induced polydipsia per previously published methods (Grant et al., 2008; Helms et al., 2014), and were then allowed 22 h per day of *ad libitum* access to water and 4% (w/v) ethanol in water for a period of 1 year. Control animals were age-matched within cohorts, were given daily maltose dextran solution (calorically matched to an ethanol drinker) and had access to water during all portions of the experiment. Drinking data was used to calculate a number of drinking phenotypes, which were examined for correlation to gene expression data (see Table S1 for detailed explanation of phenotypes as well as phenotype data). Blood samples were taken approximately every 5 days for measurement of blood ethanol concentrations by gas chromatography (see Grant et al., 2008 for details). Additional blood samples were collected weekly for measurement of the hormones cortisol, adrenocorticotropic hormone (ACTH), testosterone, deoxycorticosterone (DOC), aldosterone, and dehydroepiandrosterone sulfate (DHEA-S) (see Helms et al., 2014 for details of hormone assays). Control animals were treated identically to ethanol consuming animals over the same time period, except that blood draws were less frequent due to lack of blood ethanol determinations. After 1 year of open access to ethanol, necropsy was performed within 4 h of last access to ethanol, and tissue deposited into the MATRR. The animals used for these studies comprised MATRR rhesus cohorts 4, 5, 7a, and 7b. Additional details on primate studies are available in Supplementary Methods and are also detailed on the MATRR website.

Mouse animal studies with chronic intermittent ethanol exposure (CIE) by vapor chamber treatment were conducted at the Medical University of South Carolina (MUSC) and full details of the behavioral and genomic analyses of those studies are being reported separately (Smith et al.; preprint available at https://www.biorxiv.org, MS ID#: BIORXIV/2019/688267). Additional methods are described in Supplementary Methods. Briefly, 47 adult male C57BL/6 mice (Jackson Laboratories; Bar Harbor, ME, USA) were acclimated to the animal facility at MUSC for 2 weeks before undergoing experiments. Mice were aged 7 weeks at commencement of CIE, and 21 weeks at the time of sacrifice. All animals were kept under a 12 h light/dark cycle and given free access to food and water. All studies were conducted in an AALAC-accredited animal facility and approved by the Institutional Animal Care and Use Committee of MUSC. All experimental and animal care procedures met guidelines outlined in the NIH Guide for the Care and Use of Laboratory Animals. For chronic intermittent ethanol exposure (CIE), C57BL/6J male mice were divided into 4 groups: CIE Drinking group (*n* = 12) received inhaled ethanol in the vapor chambers followed by 2-bottle choice drinking (15% ethanol v/v in water; 2 h/d), Air Drinking group (*n* = 11) received only air in the vapor chambers, and 2-bottle choice drinking, CIE Non-Drinking group (*n* = 12) received inhaled ethanol in the vapor chambers but did not drink between CIE cycles, and Air Non-Drinking group (*n* = 12) remained completely ethanol naïve (Becker and Lopez, 2004; van der Vaart et al., 2017).

In this study, we use the two robust models of chronic ethanol exposure described above to examine transcriptome responses in addiction-related brain areas. While some of these responses likely do represent gene expression changes associated with alcohol addiction, our experimental animals cannot necessarily be considered to be addicted to alcohol.

### Sample Preparation and Microarray Analysis

Samples of monkey medial PFC (anterior cingulate and subgenual cortex; Brodmann areas 24, 25, and 32) were obtained from the MATRR. See Supplementary Methods for additional info on sample collection. RNA was extracted from brain tissue using either RNeasy Mini Kit (Qiagen, Valencia, CA; cohorts 4 and 5) or All Prep DNA/RNA/miRNA Universal Kit (Qiagen; cohorts 7a and 7b) following the manufacturer's protocol, and the RNAs from the three brain areas for each animal were pooled to give a broader assay of addiction-related prefrontal limbic areas. RNA samples were tested for degradation using an Experion Automated Electrophoresis System (BIO-RAD, Hercules, CA; cohorts 4 and 5) or a 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA; cohorts 7a and 7b). The RNA Quality Indices (RQI) of all samples had a mean value of 8.04.

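RNA integrity numbers were available for 42 of the 43 animals, with a mean of 8.04 ± 1.43 (SD). In cohort 5 they were 9.05 ± 0.273 in ethanol-drinking animals (SD, n = 8) and 9.28 ± 0.228 in controls (SD, n = 5; two-sided exact permutation test, p = 0.154). In cohort 7a they were 6.19 ± 0.506 in ethanol-drinking animals (SD, n = 8) and 7.10 ± 0.294 in controls (SD, n = 4; exact permutation test, p = 0.0141, adjusted p = 0.0543). Only 1 control of cohort 7b had a value, so that cohort allowed no exact p under 0.167. Cohort 4 held 11 ethanol-drinking animals and no control, at 8.97 ± 0.326 (SD). Compared within cohorts, ethanol-drinking animals had integrity numbers lower by a mean difference of -0.868 (two-sided permutation test, p = 0.00165, Benjamini-Hochberg adjusted p = 0.0182), and within processing batches the difference was -0.569 (p = 0.0151, adjusted p = 0.0543). Beta-actin mRNA is measured on the array by probesets near its 3′ and 5′ ends, and truncated transcripts are expected to raise the 3′ minus 5′ value among arrays processed alike. In cohort 7a this value was 1.26 ± 0.21 log2 units in ethanol-drinking animals (SD, n = 8) and 0.82 ± 0.06 in controls (SD, n = 4; exact permutation test, p = 0.00202, the smallest p that 8 against 4 allow). In cohort 5 it differed by 0.04 (exact permutation test, p = 0.718), and within cohorts by 0.25 (permutation test, p = 0.00809, adjusted p = 0.0485). The same value for GAPDH differed within cohorts by 0.07 (permutation test, p = 0.276), by 0.18 in cohort 7a (exact permutation test, p = 0.0283, adjusted p = 0.0727), 0.08 in cohort 5 (exact p = 0.419) and -0.14 in cohort 7b (exact p = 0.524). Lower integrity numbers went with larger actin 3′ minus 5′ values in cohorts 4 and 5 (24 animals, r = -0.573, permutation p = 0.00369, rho = -0.485, p = 0.0172, adjusted p = 0.00800 over 8 relations, r = -0.432 without the 2 extreme animals) and in cohorts 7a and 7b (18 animals, r = -0.625, p = 0.00400, rho = -0.617, p = 0.00744, r = -0.416, p = 0.110 without the 2 extreme animals). Within the latter group, cohort 7a alone did not pass (12 animals, r = -0.370, permutation p = 0.231, adjusted p = 0.265). No r is given over all animals, which fall into these separate groups: actin values were far higher in cohorts 4 and 5, at means of 4.51 and 4.54 in ethanol-drinking animals, than in cohorts 7a and 7b, at 1.26 and 1.10, although integrity numbers were mostly higher in cohorts 4 and 5, so the value does not rank RNA quality between the groups.

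**Figure D1:**
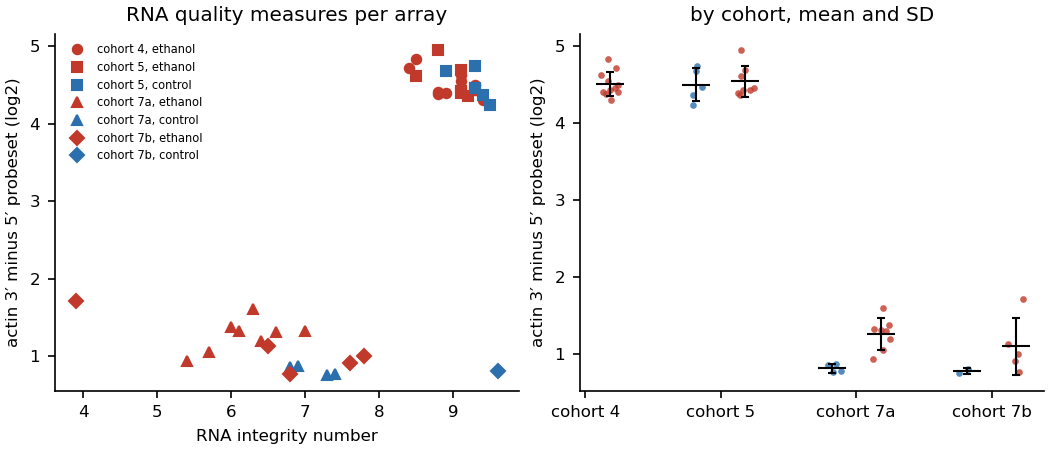
RNA integrity number (x axis) against the actin 3′ minus 5′ value in log2 units (y axis) for each array, by cohort and treatment, and the actin value by cohort with mean and SD (bars). In cohorts 7a and 7b the 6 controls lie between 0.75 and 0.87 and the 13 ethanol-drinking animals between 0.76 and 1.71.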

Mice were decapitated on the final drinking day of the fourth CIE cycle, before alcohol was available (following 22 h of abstinence). Brains were immediately removed and dissected as previously described (Melendez et al., 2012) to obtain medial PFC samples. Coronal slices (1 mm) were punch dissected (1.25 mm dia) in medial PFC area and included tissue from prelimbic, infralimbic, and anterior cingulate cortex. Tissues were immediately frozen in liquid nitrogen and stored at −80°C until RNA isolation. Total RNA was extracted using the RNeasy Mini Kit (Qiagen).

Affymetrix GeneChip^®^ Rhesus Macaque Genome Arrays were used to measure monkey gene expression. Monkey RNA samples were processed for microarray analysis in two groups (cohorts 4 and 5, followed by cohorts 7a and 7b) consisting of eight batches processed in a supervised randomization scheme to minimize batch effects, as described previously by our laboratories (Kerns et al., 2005; Wolen and Miles, 2012; Smith et al., 2016). Microarrays for two animals failed quality control standards, and one animal was deemed an outlier by hierarchical clustering of RMA data (see below), leaving 43 animals/arrays (32 ethanol drinking, 11 control).

Affymetrix GeneChip^®^ Mouse Genome 430, type 2 arrays were used to measure mouse gene expression. Sample preparation, hybridization, and array scanning were performed at the MUSC ProteoGenomics Core Facility according to Affymetrix protocols. Batches of samples were processed with treatment groups randomized to minimize batch effects. Array data was transferred to Virginia Commonwealth University in .CEL file format for further analysis.

### Data Normalization

Data analysis was largely performed using The R Project for Statistical Computing^2^, or “R.” Raw microarray expression data from monkeys underwent background correction and quantile normalization in a single group by the Robust Multi-array Average (RMA) method within the affy package for R (Gautier et al., 2004). RMA data was examined for batch effects by principal component analysis. Batch effects were evident for two factors with similar patterns of segregation: microarray processing batch and MATRR cohort. To remove batch effects, RMA data was adjusted using the ComBat method in R (Johnson et al., 2007), with microarray processing batch as the batch factor. 

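The first principal component of the deposited RMA values held 54.7% of the variance, and 97.2% of its spread lay between processing batches. It set the 24 arrays of cohorts 4 and 5 apart from the 19 arrays of cohorts 7a and 7b. The second component held 10.7% of the variance, with 19.4% of its spread between batches. On these components, the 6 controls of cohorts 7a and 7b lay apart from the 13 ethanol-drinking animals of the same cohorts, while controls and ethanol-drinking animals of cohort 5 lay together. The deposited values carry no batch adjustment, and the 8 batches were recovered by comparing them with the adjusted values given in Table S3, since the shift of a probeset is shared by all arrays of a batch. Cohorts 4 and 5 filled batches 1 to 3, each with 1 or 2 controls, and cohorts 7a and 7b filled batches 4 to 8, of which batch 8 held 4 ethanol-drinking animals and no control. An empirical Bayes adjustment for these batches gave the adjusted values of Table S3 to within 5.00e-05 log2 units. After it, the first component held 16.6% of the variance, with 3.18% of its spread between batches and 5.77% between cohorts.

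**Figure D2:**
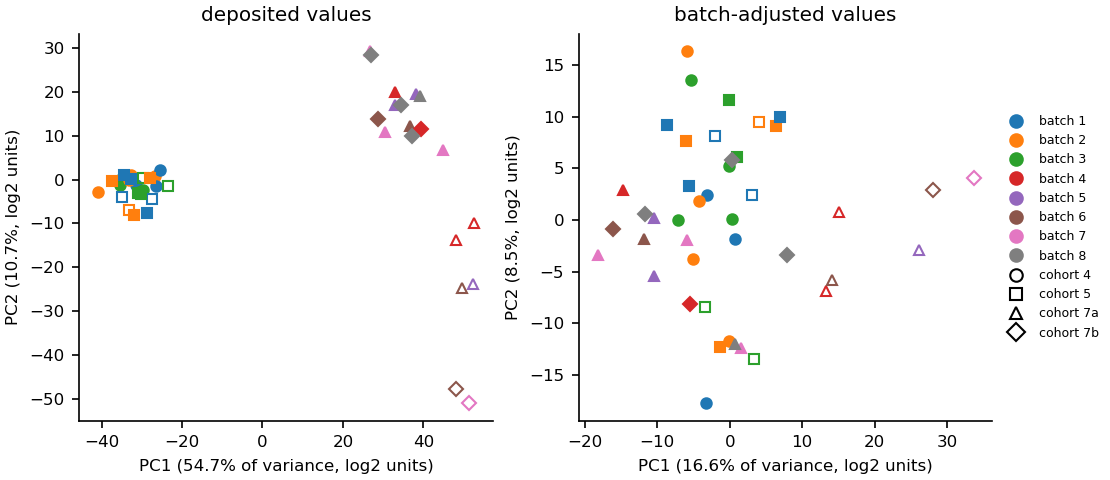
First and second principal components (log2 units) of the 43 arrays for the deposited values and for the batch-adjusted values. Colors are processing batches, symbols are cohorts, and open symbols are controls; batches hold 97.2% of the spread of the first component before the adjustment and 3.18% after it.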

Principal component analysis confirmed that ComBat removed the batch effects for both microarray processing batch and MATRR cohort (Figure S1). Rhesus probesets were annotated using data made available by Dr. Robert Norgren^3^ (Spindel et al., 2005).

Affymetrix GeneChip^®^ Mouse Genome 430, type 2 arrays were also analyzed with R. Microarray quality was assessed by RNA degradation, average background, percent present probesets, and multi-dimensional scale plots (first principal component by second principal component). Arrays showing low quality measures, or that were outliers by hierarchical clustering analysis, were removed from the dataset. Background correction and ComBat batch correction were done as with primate arrays.

### Weighted Gene Correlation Network Analysis (WGCNA)

Weighted gene correlation network analysis (WGCNA) was performed on monkey data in this study using the WGCNA package for R (Langfelder and Horvath, 2008). Microarray probesets selected for WGCNA had to pass multiple filters. GeneChip control probesets were excluded. Probesets for which there was no annotation were also excluded from analysis. Very low expression probesets with RMA values <3.5 in ≥80% of samples were excluded. Finally, probesets with a median absolute deviation in RMA value of <0.065 across all samples were excluded from the analysis. This left 31,479 probesets that passed all filters and were used for WGCNA.

Weighted gene correlation network analysis (WGCNA) parameters were left at default except as noted. The soft-thresholding power was set at 6, based on dataset properties described in Langfelder and Horvath (2008). Minimum module size was set to 30. The deep-split value was also chosen based on suggestions in Langfelder and Horvath (2008). In short, WGCNA was run with deep-split values of 0–3, and the results were compared in multi-dimensional scaling (MDS) plots (Figure S2). A deep-split value of 3 was selected, as it provided several modules, most of which were well-segregated on the MDS plot. Hierarchical clustering dendrograms of all probesets and their assignments to modules under deep-split values 0–3 are shown in Figure S3.

Modules created by WGCNA were examined for correlation (Pearson) of the module eigengene (first principal component of expression data) to phenotypic data described in Table S1. For ethanol-related phenotypes and hormone measures, control animals were not considered in the correlations, as no measurements were taken (i.e., control animals were not entered as zero values).

### Ethanol-Responsive Genes

In a separate analysis, monkey microarray RMA expression data was analyzed for ethanol-responsive probesets by the Linear Models for Microarray Analysis (LIMMA) method (Smyth, 2004), using the Multi Experiment Viewer (MeV) software (Saeed et al., 2003). A two-class design was used with treatment group as the factor analyzed and alpha set to 0.01. The probesets used for this analysis were similar to the list of probesets used for WGCNA, except that no median absolute deviation filter was applied (36,243 probesets).

### Candidate Gene Selection

To determine which genes from each ethanol-related module represented the major regulators of ethanol responses, we derived a ranking metric called the ethanol-related hub score (ERHS). This metric was designed to simultaneously capture each probeset's intramodular connectivity and relevance to ethanol consumption or regulation. The ERHS was generated from three values for each probeset: the scaled intramodular connectivity (intramodular connectivity scaled by the gene's maximum possible connectivity in its module; calculated by the WGCNA package), the *p*-value for correlation to the ethanol intake phenotype, and the LIMMA *p*-value for ethanol regulation. The latter two values were subtracted from 1 to preserve directionality, thus:

$$\begin{array}{l} \text{ERHS}=\text{scaled intramodular connectivity}+(1-\text{EtOH intake}\\ \;\text{pvalue})+(1-\text{LIMMA pvalue}) \end{array}$$

Scaled connectivity values allowed ERHS to be compared across large and small modules. All three terms range from 0 to 1, with 1 being the most relevant to our goal. The ERHS values of all probesets in the analysis show a near Gaussian distribution that ranges from 0 to 3 (Figure S4).

### Monkey-Mouse Co-analysis

Expression data from the rhesus macaque chronic ethanol consumption and mouse CIE experiments were combined using procedures described in Supplementary Methods. A list of 10,990 homologous gene pairs was compiled for the co-analysis. A highly significant positive correlation was seen between ranked expression in monkey and mouse for homologous gene pairs (Figure S5).

Expression data from 43 monkeys (32 ethanol drinkers, 11 controls) and 47 mice (23 drinkers, 24 non-drinkers) underwent consensus module analysis (Langfelder and Horvath, 2007) using the WGCNA package for R. To avoid bias in consensus module construction and to ensure the two datasets were on a similar scale, the mouse topological overlap matrix was scaled to the monkey data using the built-in scaling function (Figure S6). The consensus module analysis constructs topological overlap matrices for each species separately (similar to normal WGCNA), and after scaling, these matrices are merged by taking the parallel minimum topological overlap value between the two datasets for each gene-gene comparison. All parameters for module construction were left at default, except for the following, based on the same decision-making process described above for WGCNA. Soft thresholding power was set to 8, deep split value to 3, and minimum module size to 30. Modules underwent hierarchical clustering, and similar modules were merged at a cut height of 0.2, using the merge function in the WGCNA package.

### Data Sharing

Rhesus gene expression data has been uploaded to the Gene Expression Omnibus^4^ (accession number GSE134546) and modules and meta-modules have been uploaded to GeneWeaver^5^ Tables S3–S5, S10 contain all of the data calculated for each rhesus microarray probeset, including annotations, module assignments, RMA values, connectivity data, module membership data, phenotypic correlations, LIMMA results, and ERHS. Table S10 also contains mouse microarray expression data (RMA) for genes matched across mouse and primate arrays.

## Results

### Weighted Gene Correlation Network Analysis

To identify scale-free networks of highly correlated gene expression across rhesus macaque frontal cortex microarray data, we used WGCNA analysis. 

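Gene expression was measured in medial PFC of 43 rhesus macaques, with RNA pooled within an animal over 3 brain areas and 1 array per animal. Of these animals, 32 drank ethanol and 11 were controls. Cohort 4 held 11 ethanol-drinking animals, cohort 5 held 8 with 5 controls, cohort 7a held 8 with 4 controls and cohort 7b held 5 with 2 controls. The deposited values are RMA values on the log2 scale, normalized over the 43 arrays and not adjusted for processing batch, so values are given both without and with batch in the model. Of 52865 probesets, 158 are controls and 27390 have no gene symbol in the probe table. After probesets under 3.5 in at least 80% of arrays were removed, 24151 annotated probesets of 13705 gene symbols were tested. Ethanol-drinking animals were compared with controls, and intake was fitted among the 32 drinkers, with limma. Gene groups were tested with camera at a preset correlation of 0.01 and again with a correlation estimated from the data. Each gene group is represented by 1 probeset per gene, the one with the highest mean. The eigengenes of all 30 modules were solved from the module memberships in Table S4 and the expression values in Table S3. The supplementary tables used held only part of the probesets, so module members were placed anew by the eigengene they followed most closely. Of 506 probesets whose module is given there, 488 (96.4%) went to that module. This part of the probesets was not typical. Of 782 in it with a p from the study, 331 were called responsive by the study, against 2294 of 36243 in all. The share of 96.4% may therefore not hold for other probesets. The number of animals, above all of controls, limits the precision of every value.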

WGCNA of rhesus macaque expression data produced 30 modules of highly correlated genes (excluding the gray module, which contained uncorrelated probesets not placed into other modules) varying in size from 31 to 3,985 probesets (Table S6). The validity of our module construction method was confirmed by permutation analysis comparing the topological overlap of each module to the mean topological overlap of 100 randomly generated modules of equal size (Table S7). All modules formed by WGCNA had significantly higher topological overlap than the randomly generated modules.

Multiple WGCNA module eigengenes (Langfelder and Horvath, 2007) showed significant correlations to ethanol-related phenotypes (Figure 1). Seven modules correlated to average daily ethanol intake with a *p* ≤ 0.05: red, darkgray, saddlebrown, orange, royalblue, steelblue, and lightyellow. 

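Among the 32 ethanol-drinking animals, 4 eigengenes had a permutation p under 0.05 for average daily intake. The saddlebrown eigengene fell with intake most closely (r = -0.506, p = 0.00283, rho = -0.410, p = 0.0205), and its member TAF7L, a TBP-associated factor of transcription initiation, had a slope of -0.13 log2 units per g/kg (SE 0.05, limma p = 0.00795). The darkgray eigengene had r = -0.396 (p = 0.0248, rho = -0.306, p = 0.0872), and its member MYH11, the smooth muscle myosin heavy chain, had a slope of -0.40 (SE 0.14, limma p = 0.00918). The lightyellow eigengene had r = 0.369 (p = 0.0376, rho = 0.370, p = 0.0380). The orange eigengene had r = -0.314 (permutation p = 0.0803, rho = -0.309, p = 0.0857) and the royalblue eigengene r = -0.320 (p = 0.0744, rho = -0.175, p = 0.337). Over the 30 modules the adjusted p was 0.0849 for saddlebrown and 0.269 or more for the others, so no module passed the correction. Without the 2 animals farthest from the median intake, r was -0.308 (p = 0.0980) for saddlebrown, which rests on these animals, 0.327 (p = 0.0763) for lightyellow, which is about as large but did not pass, -0.383 (p = 0.0364) for darkgray, -0.416 (p = 0.0222) for orange and -0.190 (p = 0.316) for royalblue. With intake and eigengenes centered within cohorts, r was -0.207 for saddlebrown, -0.331 for darkgray, 0.117 for lightyellow, -0.160 for orange and -0.187 for royalblue, none with a permutation p under 0.05. Centered within batches, it was in the same order -0.557 (p = 0.00302), -0.349 (p = 0.145), 0.543 (p = 0.00522), -0.405 (p = 0.0356) and -0.393 (p = 0.0510). Since batches 1 to 3 each hold cohorts 4 and 5, these values keep the difference between those cohorts. In cohorts 4, 5 and 7a, r was -0.236, -0.0840 and 0.115 for saddlebrown and -0.380, 0.0430 and -0.643 for darkgray. It was 0.394, -0.123 and -0.670 for lightyellow, -0.381, -0.966 and 0.581 for orange and -0.477, -0.0614 and 0.603 for royalblue. For each module the sign differed between cohorts. Only orange in cohort 5 had a permutation p under 0.05 (8 animals, exact p = 0.000198). Intake differed between cohorts, at 3.21 ± 0.509 g/kg per day in cohort 5 (SD, n = 8) and 1.74 ± 0.876 in cohort 4 (SD, n = 11).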

All RMA data and LIMMA results for each probeset can be found in Table S3, all connectivity and module membership data can be found in Table S4, and all probeset to phenotype correlation data can be found in Table S5. As expected, many phenotypes showed strong correlations among each other. For example, blood ethanol concentrations, ethanol intake, and the percentage of days with high doses of ethanol consumed all had strong positive correlations with one another (Figure S7).

**Figure 1:**
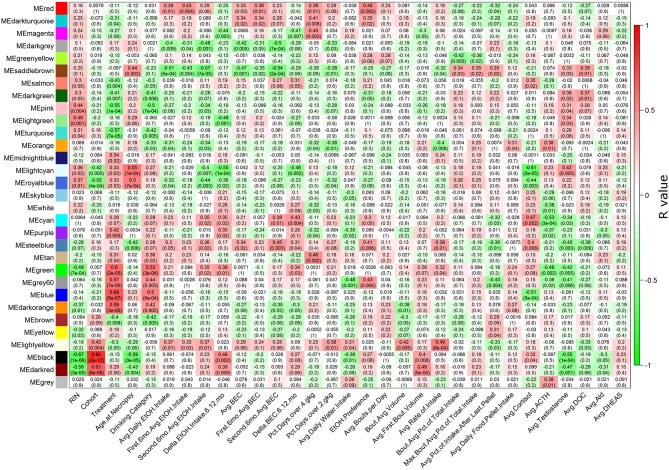
Heatmap showing correlations of each module to each phenotype. The heatmap color scheme is shown at right, with positive correlations being red and negative correlations being green. At each intersection, the top number represents the Pearson correlation *R* value, and the bottom number in parentheses is the *p*-value. Detailed descriptions of phenotypes on the X-axis are found in Table S1.

### Ethanol-Responsive Genes and Modules

Linear models for microarray analysis (LIMMA) analysis was used to identify ethanol-responsive genes across ethanol-consuming animals vs. water-only controls. 

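TSR2, whose product acts in ribosome maturation, had the largest of the increases named by the rule set beforehand, which asks for the same sign in 3 cohorts. It measured 7.54 ± 0.35 log2 units in ethanol-drinking animals (SD, n = 32) and 6.22 ± 1.25 in controls (SD, n = 11), a log2 difference of 1.32 (SE 0.23, adjusted p = 0.000843 from limma). GAD2, which encodes an enzyme that makes GABA, rose by a log2 difference of 1.12 (SE 0.20, adjusted p = 0.000946), and MAP6D1, a microtubule-binding protein, by 1.31 (SE 0.26, adjusted p = 0.00167). Other genes with large rises were LIMCH1 at 1.15, TNFRSF25, a receptor of the tumor necrosis factor family, at 1.02, AKR1D1, a steroid reductase, at 1.01, ABCA8, a lipid transporter, at 0.84, and RBM33, an RNA-binding protein, at 0.82. LOC693611 and DCAF4L1 rose by 1.17 and 0.82. The largest fall named by the rule was that of USP14, a deubiquitinating enzyme of the proteasome, at -1.70 (SE 0.47, adjusted p = 0.0126), and its 4 other probesets fell too. SPCS2, a subunit of signal peptidase, fell by 0.69, PON3, a paraoxonase, by 0.66, FAM162A, a mitochondrial protein induced by hypoxia, by 0.62, TUBD1, the delta-tubulin, by 0.61, and LPAR6, a lysophosphatidic acid receptor, by 0.60. LOC713150, LOC699779, LY6K and ZNF446 fell by 0.87, 0.84, 0.75 and 0.68. In all, 1345 of 24151 probesets were higher and 2556 lower in ethanol-drinking animals at an adjusted p under 0.05, and 1317 passed at 0.01 or under. When batch was a block in the model, 1985 were higher and 3487 lower. In cohorts 7a and 7b, TSR2 ranged from 6.80 to 7.78 in 13 ethanol-drinking animals and from 4.78 to 5.63 in 6 controls. In cohort 5 it ranged from 7.47 to 7.93 in 8 ethanol-drinking animals and from 7.33 to 7.66 in 5 controls. Fitted apart, again blocked by batch, 7650 probesets passed in batches 4 to 8, which hold cohorts 7a and 7b, and none in batches 1 to 3 (limma, 1120 at an unadjusted p under 0.05). The RNA of the ethanol-drinking animals of cohort 7a had the lower integrity numbers given above, and 184 probesets, 160 higher and 24 lower, passed with batch and integrity number both in the model, TSR2 among them at 0.86 (adjusted p = 0.0214). With cohort and integrity number 606 were higher and 576 lower, and with integrity number alone 1995 and 4471. USP14, SPCS2, PON3, TUBD1 and ZNF446 did not pass without cohort 4, with adjusted p from 0.0678 to 0.292. That fit has 32 arrays, and over all called probesets the median difference in it was 0.993 times as large. Without control Coh7b_Ctrl_37, Coh7b_Ctrl_38, Coh7a_Ctrl_27 or Coh7a_Ctrl_28, the count over all arrays was 1719, 1748, 2507 or 2555, and with batch as a block 1999, 3988, 3370 or 5109.

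**Figure D3:**
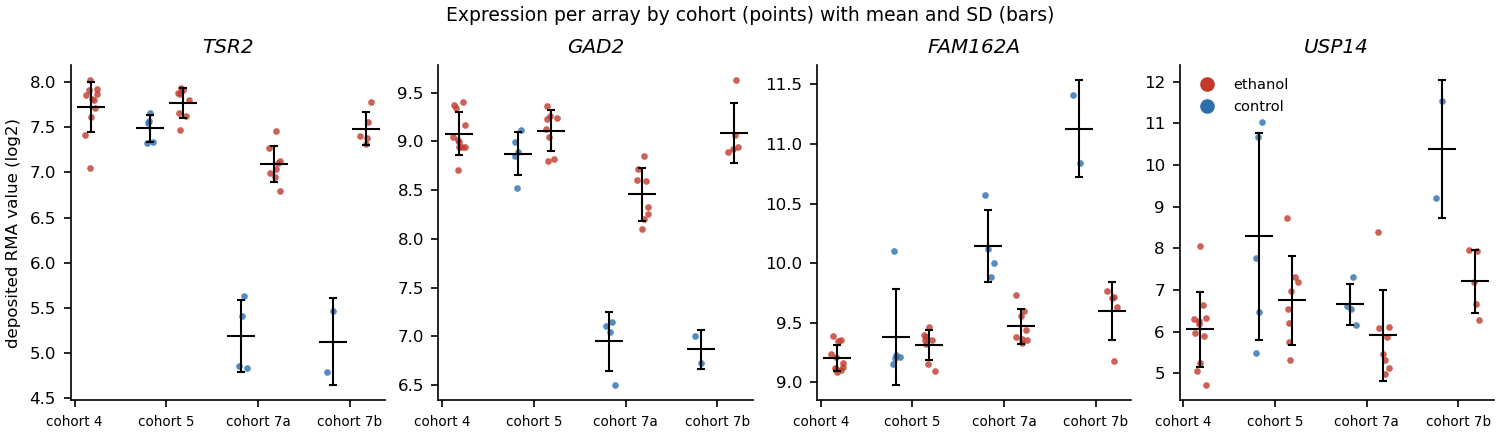
Deposited RMA values (log2) of TSR2, GAD2, FAM162A and USP14 for each array (points) with mean and SD (bars), by cohort and treatment. In cohorts 7a and 7b, TSR2 lies between 4.78 and 5.63 in the 6 controls, under the ethanol-drinking animals at 6.80 to 7.78; USP14 overlaps between the groups in cohorts 5, 7a and 7b together.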

From 36,243 probesets, 2,294 were significantly ethanol-responsive (FDR ≤ 0.01). Hypergeometric overlap analysis showed that six WGCNA modules contained more ethanol-responsive probesets than expected by chance: blue, darkorange, green, grey60, pink, and turquoise (Table S6). 

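Among the modules as rebuilt here, grey60 held 60 of 72, of which 55 rose and 5 fell, and darkorange held 29 of 34, of which 15 rose and 14 fell. Ethanol-responsive probesets, taken here at an unadjusted limma p under 0.01, made up 4209 of 23864 network probesets. Modules with an adjusted hypergeometric p under 0.05 over the 30 modules were blue, darkgreen, darkorange, green, grey60, pink, purple, salmon and turquoise. The adjusted p was 5.20e-33 for grey60 and 8.54e-17 for darkorange. The hypergeometric test, here and for single modules below, counts probesets as independent draws. Members of a module follow the same eigengene and are not independent. These p are therefore too small, and their size should not be read as strength of evidence.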

Intriguingly, no ethanol-responsive genes were found within the modules correlating with ethanol intake.

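In the rebuilt modules that the study relates to intake, genes that differed between ethanol-drinking animals and controls did not pass the test for a number above the expected one on the deposited values. The red module, with its myelin genes, held 14 responsive probesets of 353, of which 4 rose and 10 fell, where 62.3 were expected. Lightyellow held 11 of 49, all lower with ethanol, where 8.64 were expected, saddlebrown 4 of 32, all lower, and steelblue 1 of 31, higher. Darkgray, with its smooth muscle genes, orange and royalblue held 0 at an unadjusted limma p under 0.01. None of the 7 passed the hypergeometric test over 30 modules, with adjusted p from 0.546 to 1. Blocked by batch, lightyellow held 28, 1 higher and 27 lower, with an adjusted p of 3.31e-07, and with members taken at an absolute r over 0.7 with the eigengene it held 30 of 90 on the deposited values (adjusted p = 0.000713).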

### Ethanol-Related Monkey Modules

Six modules are highlighted below, based on their eigengene correlations to ethanol phenotypes (see Table S1 for more detailed descriptions of phenotypes), enrichments with ethanol-responsive probesets, functional enrichments, and relationships to meta-modules discovered in the co-analysis with mouse data. Full ToppGene functional enrichment data for all modules are found in Table S2. The validity of module construction and relevance to ethanol consumption were confirmed through multiple bioinformatics approaches. Modules were independently examined for densely interconnected network structure using external data from multiple sources via GeneMania^6^ analysis. Additionally, modules were examined for a significant positive correlation between their genes' module membership scores and either their correlations to the ethanol intake phenotype or their significance of ethanol-regulation. Finally, modules were examined for overlap with gene sets identified in other publicly available ethanol-related genomic studies (Table S8), using the GeneWeaver web-based resource^7^.

#### Red Module–Myelination

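Genes with the closest relation to intake among the 32 drinkers included GPR17, a receptor of oligodendrocyte precursors, with a slope of 0.13 log2 units per g/kg (SE 0.04, limma p = 0.00370), and GJC3, a gap junction protein of myelinating glia, at 0.11 (SE 0.04, p = 0.00284). MOBP, a structural myelin protein whose probeset Table S3 names, had a slope of 0.34 (SE 0.12, p = 0.00756), MAL, a myelin proteolipid, 0.20 (p = 0.0119), and MBP, myelin basic protein, 0.21 (p = 0.0216). No probeset passed an adjusted p under 0.05 for intake in limma, and 507 had an unadjusted p under 0.05. Of 16 measured myelin genes, none passed alone. As a list fixed beforehand they had a median slope of 0.10 (camera adjusted p = 4.67e-06 over 33 lists; adjusted p = 0.362 with an estimated correlation). Adjusted over the list alone, 0 of the 16 passed. The list's adjusted p was 5.83e-05 with batch as a block and 0.162 with cohort as a block. The 12 measured red module genes of Table 1, chosen by the study on these samples and so not independent evidence, had the same median slope (adjusted p = 7.01e-06; adjusted p = 0.334 with an estimated correlation). The red eigengene had r = 0.390 with intake (32 animals, permutation p = 0.0269, adjusted p = 0.269 over 30 modules; rho = 0.337, p = 0.0604). Without the 2 animals of lowest intake, which are also the 2 farthest from the median, r was 0.335 and did not pass (p = 0.0698). It was 0.385 in cohort 4 (11 animals, p = 0.245), 0.422 in cohort 5 (8 animals, exact permutation p = 0.302) and -0.284 in cohort 7a (8 animals, exact permutation p = 0.486), and cohort 7b held 5 drinkers, under the 6 set beforehand for a correlation. Centered within cohorts it was 0.164 (p = 0.333), and centered within batches 0.491 (p = 0.00590). Batches 1 to 3 each hold cohorts 4 and 5, so centering within batches leaves the difference between these cohorts in place.

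**Figure D4:**
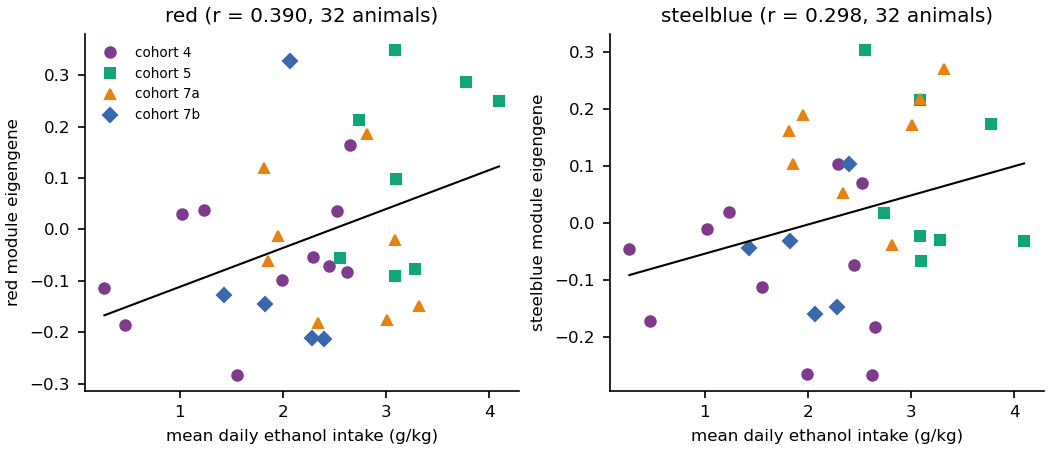
Mean daily ethanol intake in g/kg (x axis) against the red and steelblue module eigengenes (y axis) for the 32 ethanol-drinking animals, by cohort, with the least-squares line. The red eigengene has r = 0.390 over all animals and the steelblue eigengene r = 0.298.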

The eigengene of the red module (353 probesets) had significant positive correlation (Pearson *R* = 0.39, *p* = 0.01) to ethanol intake (Figure 2). The validity of this relationship was confirmed by highly significant relationship between the correlation of red module genes to ethanol intake and their module membership scores (*R* = 0.36, *p* = 3.1E-12; Figure 2D); i.e., genes in the red module most strongly correlated with ethanol intake were those showing the strongest similarity to expression of the module as a whole (module eigengene). 

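Across the 353 probesets of the rebuilt red module, those that followed the eigengene most closely also had the larger correlations with intake (r = 0.284 across probesets). ERBB3, a neuregulin receptor of the oligodendrocyte lineage, had a slope of 0.16 log2 units per g/kg with intake (SE 0.08, limma p = 0.0513), and ENPP2, the autotaxin of oligodendrocytes, 0.19 (SE 0.10, p = 0.0644). For the 115 probesets with an absolute r over 0.7 with any eigengene and highest for red, r was 0.314. With values centered within cohorts, r across the 353 probesets was -0.0583. Probesets of a module are correlated with each other and are not independent replicates, so no p is given. From this relation the paper reasons that the genes most related to intake are those closest to the module as a whole.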

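Over the same drinkers, the red eigengene was higher in animals with a stronger preference for ethanol (31 animals, r = 0.463, permutation p = 0.00682, adjusted p = 0.0263 over 27 relations of eigengenes with phenotypes; rho = 0.312, p = 0.0884). Without the 2 animals of extreme preference r was 0.252 (p = 0.189), so that this relation rests on them. Centered within batches it was 0.578 (p = 0.00255) and within cohorts 0.481 (p = 0.00598). By cohort it was 0.422 in cohort 4 (10 animals, p = 0.227), 0.642 in cohort 5 (8 animals, exact permutation p = 0.0215) and -0.183 in cohort 7a (8 animals, exact permutation p = 0.658). With the percentage of days over 4 g/kg, r was 0.391 (31 animals, p = 0.0264, adjusted p = 0.0647; rho = 0.361, p = 0.0471), and 0.103 (p = 0.601) without 2 extreme animals. With mean BEC, r was 0.328 (32 animals, p = 0.0663; rho = 0.250, p = 0.166; 0.312 without 2 extreme animals). Centered within batches, these were 0.468 (p = 0.0146) and 0.391 (p = 0.0462), and within cohorts 0.185 (p = 0.394) and 0.0775 (p = 0.677).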

The red module eigengene also correlated with BEC, days over 4 g/kg, and ethanol preference (Figure 1). Functional enrichment analysis showed that the most significant enrichment was for genes pertaining to myelination (Figure 2A). Other functions enriched in this module included lipid synthesis, extracellular matrix remodeling, cell migration, and cell morphogenesis: all processes that are peripherally involved in myelination. Massively increased connectivity was observed among myelin genes in the ethanol-drinking animals, as compared to controls (Figure 2B). In particular, *NDRG1* and *ERBB3* showed little connectivity among red module myelin genes in control animals, but these genes became major network hubs in ethanol-drinking animals.

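Among 16 measured myelin genes, on the batch-adjusted values, the mean over 120 pairs of absolute r to the power 6 was 0.168 in 32 ethanol-drinking animals and 0.0506 in 11 controls, a log2 ratio of 1.73 (two-sided permutation p = 0.0162, adjusted p = 0.0809 over 5 gene groups). Permuted labels gave a ratio from -1.47 to 1.35 (95% of permutations), and 0.889% of permutations gave one as high. On the deposited values without batch adjustment, the means were 0.118 and 0.0656, a log2 ratio of 0.84 (permutation p = 0.332), with 3.36% of permutations as high. On the batch-adjusted values the ratio was 0.25 in batches 1 to 3 (p = 0.847, 13.0% of permutations as high) and 1.47 in batches 4 to 8 (p = 0.0874, 0.375% as high), where permuted labels gave from -1.75 to 0.91 (95% of permutations). This p counts ratios as far from 0 in either direction, and permuted ratios lie mostly below 0, so it is less sensitive to a rise than to a fall. With 11 ethanol-drinking animals drawn at a time it was 1.98 (95% of draws from 0.59 to 2.58). From a higher connectivity among myelin genes, the paper proposes that ethanol might have altered a common regulator of myelin genes.

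**Figure D5:**
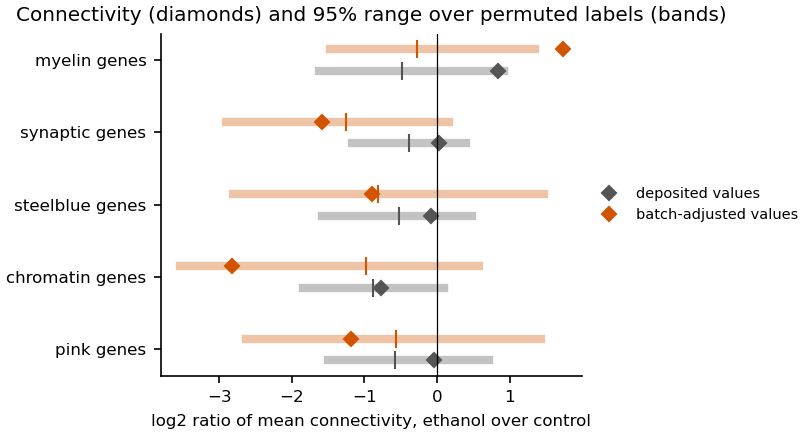
Log2 ratio of mean connectivity (absolute r to the power 6), ethanol over control, for 5 gene groups (diamonds), on the deposited and the batch-adjusted values, with the 95% range (bands) and the median (ticks) over permuted labels. The myelin genes at 1.73 lie beyond their band, which ends at 1.35, on the batch-adjusted values.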

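ERBB3, which encodes a neuregulin receptor, had a mean connectivity with the 15 other myelin genes of 0.252 in ethanol-drinking animals and 0.0104 in controls on the batch-adjusted values. This is a log2 ratio of 4.59 (two-sided permutation test, p = 0.00437, adjusted p = 0.0262 over 6 named genes). On the deposited values the ratio was 3.14 (p = 0.00768, adjusted p = 0.0230). Among the 16 genes ERBB3 ranked 7 in ethanol-drinking animals and 14 in controls on the batch-adjusted values, and 2 and 13 on the deposited ones. On the batch-adjusted values 6 of the 16, ERBB3 among them, rose at an adjusted p under 0.05 over the 16, ENPP2 ranked 1 in ethanol-drinking animals (log2 ratio 2.91, adjusted p = 0.0114), and TSPAN2 fell (-7.88, adjusted p = 0.0329). The level of ERBB3 did not pass the test between the groups, at a log2 difference of 0.05 (SE 0.13, limma adjusted p = 0.833). The probe table and the part of Table S3 used name no probeset for NDRG1.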

**Figure 2:**
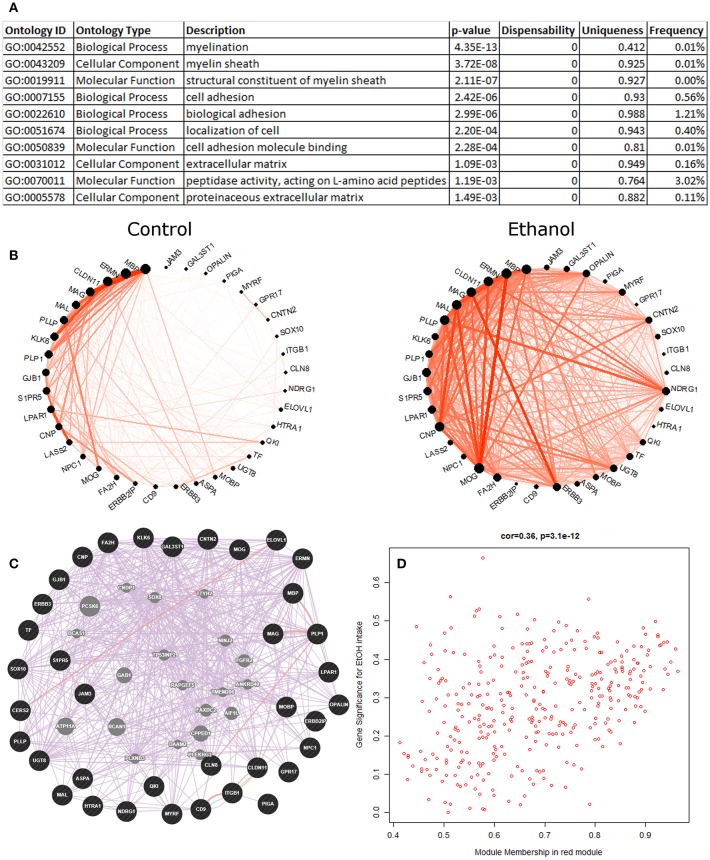
Red module characteristics. **(A)** The top 10 functional enrichments from the REVIGO summary of ToppFun analysis are shown. Almost all pertain to myelination. **(B)** Circle plot showing clear differences in connectivity among the myelin genes within the red module. Note how the gene NDRG1 has little connectivity in the control animals but is a major hub gene in the ethanol animals. **(C)** A network diagram from GeneMania supports the finding that the myelin genes within the red module are highly interconnected, using data from the literature. This network contains several potential hub genes. The arrangement of nodes was modified to better display the number of connections to each query gene (black). Genes added to the network based on connections from the literature are shown in gray. **(D)** Scatterplot of red module membership vs. correlation to the ethanol intake phenotype (gene significance) for each probeset in the red module. Note the highly significant positive correlation.

Data from the literature support the construction of the red module, as shown by the highly interconnected network produced by GeneMania (Figure 2C). Additionally, the red module had statistically significant overlap with multiple gene sets from genomic studies of the PFC from acute or chronic ethanol-treated mice (Kerns et al., 2005; Farris and Miles, 2013; Smith et al., 2016; van der Vaart et al., 2017), ethanol-treated mouse liver (Osterndorff-Kahanek et al., 2013), as well as frontal cortex (Lewohl et al., 2000; Liu et al., 2006) and hippocampus (McClintick et al., 2013; Farris et al., 2015) of human alcoholics, as found on GeneWeaver (Table S8).

#### Green Module—Synaptic Transmission

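SV2A, a synaptic vesicle protein, was 11.61 ± 0.18 log2 units in ethanol-drinking animals (SD, n = 32) and 11.37 ± 0.18 in controls (SD, n = 11), a log2 difference of 0.24 (SE 0.06, adjusted p = 0.00943 from limma). Its difference was 0.07 in cohort 5, 0.39 in cohort 7a and 0.64 in cohort 7b. SYN1, which tethers synaptic vesicles and takes its probeset from Table S3, rose by 0.31 (SE 0.10, adjusted p = 0.0358). Of the 13 measured green module genes of Table 1, 5 rose and none fell (5 and 1 when adjusted over the list alone), with a median log2 difference of 0.17 (camera adjusted p = 0.00105; adjusted p = 0.317 with an estimated correlation). The study chose these genes on these samples, so that their direction is not independent evidence. The green eigengene was 0.0541 ± 0.115 in ethanol-drinking animals (SD, n = 32) and -0.157 ± 0.15 in controls (SD, n = 11; two-sided permutation p = 1e-05, the smallest that 100000 resamples give, adjusted p = 0.000300 over 30 modules). Within batches the difference was 0.237 (p = 0.000190). It was 0.116 in cohort 5 (exact permutation p = 0.0179 for 8 against 5), 0.306 in cohort 7a (exact p = 0.00202 for 8 against 4) and 0.425 in cohort 7b (exact p = 0.0476, the smallest that 5 against 2 allow). In the rebuilt green module, 280 probesets rose and 135 fell of 1131 at an unadjusted p under 0.01 (hypergeometric test over network probesets, adjusted p = 1.94e-54). The 6 controls of cohorts 7a and 7b, whose actin 3′ minus 5′ values are lower than in most ethanol-drinking animals of these cohorts, had green eigengenes from -0.449 to -0.00396.

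**Figure D6:**
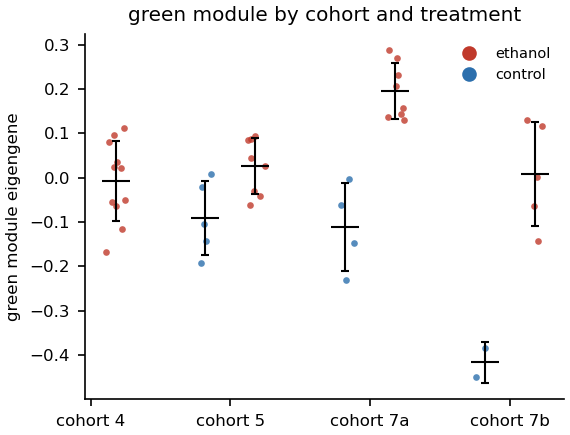
Green module eigengene of each animal (points) with mean and SD (bars), by cohort and treatment. Controls of cohort 5 lie between -0.191 and 0.00872, and ethanol-drinking animals of cohort 5 between -0.0608 and 0.0951.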

The green module (Figure 3, Figure S8) was highly enriched for ethanol-responsive genes (hypergeometric test, *p* = 2.53E-82), with 283 out of 1,131 probesets differentially expressed in ethanol-treated vs. control animals, as shown by LIMMA. A highly significant positive correlation between the negative logs of LIMMA *p*-value and module membership *p*-value confirmed the relationship of this module with ethanol; the probesets that were most significantly regulated by ethanol were also the most interconnected probesets within the green module (*R* = 0.63, *p* = 1.95E-127; Figure 3D). 

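SV2A, of synaptic vesicles, and NTRK3, a neurotrophin receptor, are members the study places in the green module. Across the 1131 probesets of the rebuilt green module, the negative log of the membership p and that of the limma p had r = 0.426 on the deposited values. When limma was blocked by batch, r was 0.669. The green eigengene itself differed between the groups on these arrays, so such a relation is in part given by construction. Probesets are not independent replicates, so no p is given.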

The green module eigengene correlated significantly to treatment group, drinking category, ethanol intake during the second 6 months, change in ethanol intake, change in BEC, rate of intake, ACTH levels, and testosterone levels (Figure 1). 

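The green eigengene rose with drinking category, which ranks animals from control to very heavy drinker (43 animals, r = 0.531, permutation p = 0.000290, adjusted p = 0.00472 over 27 relations; rho = 0.574), and r was 0.589 centered within batches and 0.586 within cohorts. Among the 11 drinkers of cohort 4, with no control, r was 0.385 (permutation p = 0.240). With controls it was 0.611 in cohort 5 (13 animals, p = 0.0283) and 0.658 in cohort 7a (12 animals, p = 0.0200). Without the 2 most extreme of the 43 animals it was 0.524 (p = 0.000460). Controls hold the lowest rank, so r over all animals takes up the treatment difference, which alone had r = 0.605. The green eigengene was not tested against category among all drinkers. It fell with ACTH, the pituitary hormone of the stress axis (32 drinkers, r = -0.465, p = 0.00655, adjusted p = 0.0263; rho = -0.631), and r was -0.652 without 2 extreme animals, -0.497 (p = 0.0320) centered within batches and -0.418 (p = 0.0973) within cohorts. For testosterone r was -0.419 (p = 0.0171, adjusted p = 0.0512; rho = -0.521), -0.472 without 2 extreme animals, -0.0759 (p = 0.714) centered within batches and 0.169 (p = 0.391) within cohorts. The change in intake between the first and second 6 months had r = 0.384 (p = 0.0301, rho = 0.477, 0.428 without 2 extreme animals), intake in the second 6 months r = 0.349 (p = 0.0511, rho = 0.313, 0.392), the change in BEC r = 0.340 (p = 0.0575, rho = 0.440, 0.378) and the rate of intake r = 0.319 (31 drinkers, p = 0.0794, rho = 0.281, 0.280). Centered within cohorts, these 4 had r of 0.0609, 0.111, 0.181 and 0.296, none with a permutation p under 0.05, and within batches 0.275, 0.351, 0.253 and 0.482, the last with p = 0.0452. By cohort, intake in the second 6 months had r = 0.140 in cohort 4 (11 animals, permutation p = 0.678). It had r = -0.738 in cohort 5 (8 animals, exact permutation p = 0.0435) and 0.210 in cohort 7a (8 animals, exact permutation p = 0.592).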

Functional enrichment analysis of this module showed significant enrichment for genes involved in synaptic transmission and neuronal projection structure and development (Figure 3A). Data from the literature validate this gene network, as shown by the highly interconnected GeneMania network (Figure 3C). A subset of genes from the “synaptic transmission” ontology that were significantly ethanol-responsive showed a substantial reduction in connectivity in ethanol-treated animals, as compared to controls (Figure 3B). 

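Among 25 measured genes of synaptic vesicles and release and of glutamate and GABA receptors, mean connectivity on the batch-adjusted values was 0.00692 in 32 ethanol-drinking animals and 0.0208 in 11 controls. This is a log2 ratio of -1.59 (two-sided permutation p = 0.347), and permuted labels gave a median of -1.25, with 34.7% of permutations as low. On the deposited values the ratio was 0.03 (p = 0.955), and with these centered on cohort and group it was -2.33 (p = 0.0186, 1.86% of permutations as low). In level, 12 measured genes of synaptic vesicles and release had a median log2 difference of 0.06 (camera adjusted p = 0.0996), with SV2A the 1 that rose, also when adjusted over the list alone. With batch as a block, 5 rose, among them CPLX2, a complexin, at 0.23 and DNM1, the neuronal dynamin, at 0.23, and VAMP2, a vesicle SNARE, fell by 0.23 (adjusted p = 0.000479 for the list; adjusted p = 0.348 with an estimated correlation). The genes of the study's own figure are not all named in its text, so that the groups fixed beforehand stand for them.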

*CAMK2B* and *GABRB1* were among the most connected in this subset of genes in control animals, but were only sparsely connected in ethanol-treated animals. 

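CAMK2B, a subunit of calcium/calmodulin-dependent kinase, had a mean connectivity with the 24 other synaptic genes of 0.0145 in ethanol-drinking animals and 0.0282 in controls on the batch-adjusted values (log2 ratio -0.96, two-sided permutation p = 0.557). GABRB1, a GABA-A receptor subunit, had 0.00573 and 0.0480 (log2 ratio -3.07, p = 0.0585, adjusted p = 0.175 over 6 named genes). On the deposited values the ratio was 2.20 for CAMK2B (p = 0.00614, adjusted p = 0.0230) and -3.96 for GABRB1 (p = 0.0153, adjusted p = 0.0306). These values hold the steps between batches. In ethanol-drinking animals CAMK2B had a mean connectivity of 0.384 on them, against 0.0145 after batch adjustment. The deposited ratios thus do not separate a change in connectivity from batch. In level, CAMK2B differed by 0.25 log2 units (SE 0.17, limma adjusted p = 0.317), and by 0.36 with batch as a block (adjusted p = 0.00322).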

A number of receptors and receptor subunits were found in this module, including neurotransmitter receptors such as GABA-A and B receptors (*GABBR1, GABRB1, GABRD*), NMDA receptors (*GRIN1, GRIN2C, GRINA*), histamine receptor (*HRH3*), and neuropeptide Y receptor (*NPY1R*); as well as insulin-like growth factor receptors (*IGF1R, IGF2R*), platelet-derived growth factor receptor (*PDGF*), and neurotrophin receptor (*NTRK3*); in addition to cell adhesion/growth receptors such as ephrin receptors (*EPHB1, EPHB6*) and flamingo-type cadherins (*CELSR2, CELSR3*).

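Of 11 measured receptors of this group, 4 rose with ethanol and none fell. NTRK3, the neurotrophin-3 receptor, was 9.18 ± 0.34 log2 units in ethanol-drinking animals (SD, n = 32) and 8.72 ± 0.26 in controls (SD, n = 11), a log2 difference of 0.47 (SE 0.11, adjusted p = 0.00448 from limma). GABRB1 rose by 0.36 (SE 0.08, adjusted p = 0.00347), IGF2R by 0.15 (adjusted p = 0.0404) and CELSR3 by 0.30 (adjusted p = 0.00403). CELSR2, whose probeset is named in Table S3, rose by 0.26 (adjusted p = 0.00429). GRIN1, the obligatory NMDA receptor subunit, differed by -0.13 (adjusted p = 0.673), GRIN2C by 0.03 (adjusted p = 0.821), HRH3, a histamine receptor, by -0.16 (adjusted p = 0.538), IGF1R by 0.14 (adjusted p = 0.356), EPHB1 by -0.09 (adjusted p = 0.435) and EPHB6 by 0.06 (adjusted p = 0.833), none past the test. GRINA differed by 0.19 (adjusted p = 0.129), and with batch as a block rose by 0.23 (adjusted p = 0.00358). The list had a median log2 difference of 0.14 (camera adjusted p = 0.00601; adjusted p = 0.317 with an estimated correlation), with 4 higher when adjusted over the list alone; the study drew it from a module built on these samples, so its direction is not independent evidence. In batches 4 to 8, with the less intact RNA in ethanol-drinking animals, NTRK3 differed by 0.95, and in batches 1 to 3 by 0.09.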

**Figure 3:**
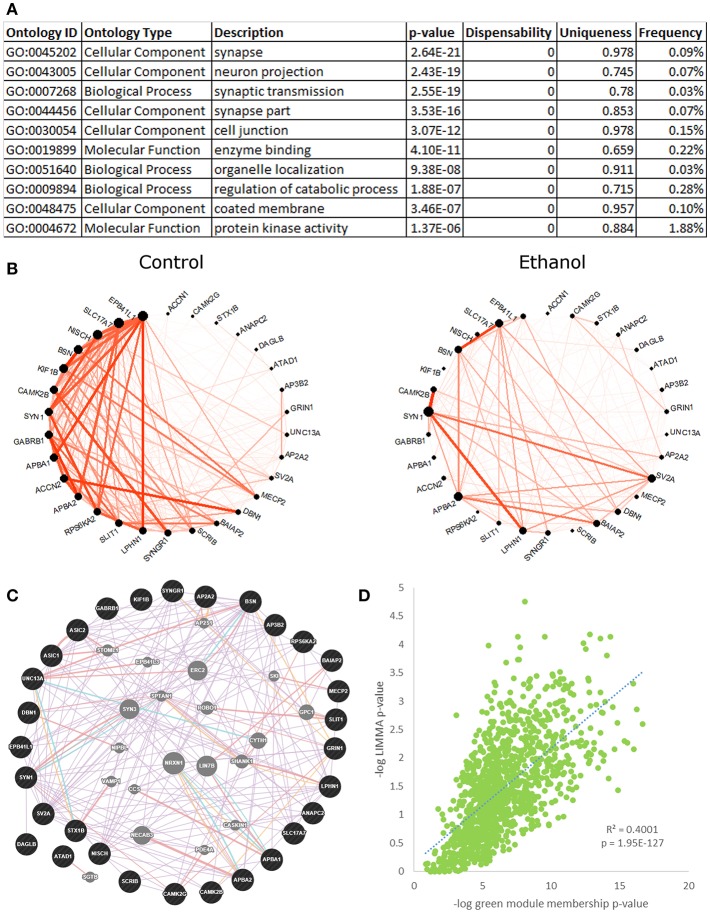
Green module characteristics: synaptic transmission. **(A)** The top 10 functional enrichments from the REVIGO summary of ToppFun analysis are shown. Most pertain to synaptic transmission. **(B)** Circle plot of genes from the “synaptic transmission” ontology hits that were also ethanol-regulated by LIMMA (*p* < 0.01) showed a clear decrease in connectivity in the ethanol-treated animals. **(C)** A network diagram from GeneMania supports the finding that the synaptic transmission genes in **(B)** are highly interconnected, using data from the literature. This network contains several potential hub genes. The arrangement of nodes was modified to better display the number of connections to each query gene (black). Genes added to the network based on connections from the literature are shown in gray. **(D)** Scatterplot of the negative log of green module membership *p*-value vs. negative log of LIMMA *p*-value for each probeset in the green module. Note the highly significant positive correlation.

The green module contained several other significant functional enrichments, including chromatin modification (Figure S8A), cell adhesion, intracellular transport, post-translational modification, and GTP catabolism and metabolism. 

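Some genes that modify chromatin were higher in ethanol-drinking animals. Of 31 measured genes of this list, fixed before the values were seen, 10 rose and none fell (11 rose when adjusted over the list alone). KMT2A, a histone H3 methyltransferase, rose by 0.40 log2 units (SE 0.10, adjusted p = 0.00482 from limma), KMT2D, another, by 0.31 (SE 0.06, adjusted p = 0.00161), BRD3, a reader of acetylated histones, by 0.35 (SE 0.07, adjusted p = 0.00187) and KAT2A, a histone acetyltransferase, by 0.35 (SE 0.08, adjusted p = 0.00339). MTA1, a subunit of the nucleosome remodeling and deacetylase complex, rose by 0.31 (adjusted p = 0.00138). The list's median log2 difference was 0.12 (camera adjusted p = 4.10e-06 over 33 lists; adjusted p = 0.288 with an estimated correlation). KMT2A differed by 0.07 in batches 1 to 3 and by 0.59 in batches 4 to 8, where actin 3′ minus 5′ values were also higher with ethanol. In connectivity, the 31 genes had a log2 ratio of -2.82 on the batch-adjusted values (two-sided permutation p = 0.0816, with 8.16% of permutations as low), of -3.08 there in batches 4 to 8 alone (p = 0.0131), and of -0.77 on the deposited values (p = 0.586).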

Like the synaptic transmission genes, ethanol-responsive chromatin modification genes showed an overall decrease in connectivity in ethanol-treated animals, as compared to controls (Figure S8B). As a whole, the green module showed significant overlap with gene sets on GeneWeaver from multiple genomic studies of the PFC in acute and chronic ethanol-treated mice (Kerns et al., 2005; Melendez et al., 2012; Wolen et al., 2012; Farris and Miles, 2013; Osterndorff-Kahanek et al., 2013; Smith et al., 2016), as well as from studies of the human alcoholic frontal cortex, hippocampus, and amygdala (Lewohl et al., 2000; Liu et al., 2006; Ponomarev et al., 2012; McClintick et al., 2013; Farris et al., 2015), which lends support to our findings (Table S8).

#### Steelblue Module—Circadian Rhythms

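Circadian genes of this module did not pass the test for ethanol or intake. CRY2, a repressor of the molecular clock, had a slope of 0.03 log2 units per g/kg (SE 0.04, limma p = 0.442), PER1 of 0.04 (p = 0.334) and PER2 of -0.05 (p = 0.251). Between ethanol-drinking animals and controls they differed by 0.06 (adjusted p = 0.557), -0.01 (adjusted p = 0.954) and -0.12 (adjusted p = 0.252). None of 13 measured clock genes differed, also when adjusted over the list alone (median -0.04, with an upward camera test at an adjusted p of 0.992). Of 16 measured steelblue genes of Table 1, RCC2, a regulator of chromosome condensation, rose by 0.13 (adjusted p = 0.0449), and 0 passed when adjusted over the list alone (median 0.01, adjusted p = 0.275), a list chosen on these samples and so not independent evidence. With batch as a block, 0 of these 16 genes rose and 1 fell. The steelblue eigengene had r = 0.298 with intake (32 animals, permutation p = 0.0977, adjusted p = 0.419; rho = 0.286, p = 0.113; r = 0.222 without 2 extreme animals). It was -0.0621 (p = 0.754) centered within cohorts and 0.405 (p = 0.0423) centered within batches.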

The steelblue module (31 probesets) eigengene correlated significantly with ethanol intake (*R* = 0.3, *p* = 0.05). It also correlated with age, BEC, change in BEC, ethanol preference, rate of intake, intake after the last food pellet, ACTH levels, and testosterone levels. 

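The steelblue eigengene fell with age (43 animals, r = -0.415, permutation p = 0.00514, adjusted p = 0.0263 over 27 relations; rho = -0.420; r = -0.392 without 2 extreme animals; -0.442 centered within batches and -0.107 within cohorts). It fell with testosterone (32 drinkers, r = -0.449, p = 0.00949, adjusted p = 0.0320; rho = -0.373), but r was -0.289 (p = 0.122) without 2 extreme animals, on which it rests, and r was -0.330 (p = 0.117) centered within batches and -0.0699 within cohorts. The other phenotypes, with 31 drinkers for preference, rate and the last pellet and 32 for the rest, had an adjusted p over 0.05: preference (r = 0.411, rho = 0.404), rate of intake (0.376, 0.341), intake after the last pellet (-0.387, -0.312), mean BEC (0.344, 0.376), the change in BEC (0.308, 0.368) and ACTH (-0.212, -0.275). Their unadjusted permutation p were 0.0195, 0.0360, 0.0318, 0.0536, 0.0864 and 0.250. Without 2 extreme animals r was 0.307, 0.258, -0.384, 0.462, 0.304 and -0.279, and centered within batches 0.363, 0.472, -0.476, 0.486, 0.228 and -0.159. Unadjusted permutation p under 0.05 were, without 2 extreme animals, those of the last pellet (0.0395) and mean BEC (0.0111). Within batches they were those of rate of intake (0.0171), the last pellet (0.0227) and mean BEC (0.00572). Centered within cohorts r was 0.289, 0.0654, -0.221, 0.295, 0.288 and 0.0850, none with a permutation p under 0.05.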

Functional enrichment analysis showed this module was enriched with genes involved in circadian rhythms (Figure S9A). The steelblue module showed decreased connectivity in ethanol-treated animals, as compared to controls (Figure S9B), especially among genes that are components of the circadian molecular clock (*CRY2, PER1, PER2*). These three genes represented major hubs in the steelblue module among control animals and in the GeneMania network (Figure S9C). 

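CRY2 had a mean connectivity with the 15 other steelblue genes of 0.0273 in ethanol-drinking animals and 0.149 in controls on the batch-adjusted values, a log2 ratio of -2.45 (two-sided permutation p = 0.253). PER1 had a ratio of -0.87 (p = 0.603) and PER2 of -7.48 (p = 0.129). Over the 16 measured steelblue genes of Table 1 the ratio was -0.90 (p = 0.544), where permuted labels gave a median of -0.81 and 47.2% of permutations were as low. On the deposited values it was -0.08 (p = 0.919), with 0.24 for CRY2 (p = 0.876), 0.67 for PER1 (p = 0.701) and 0.23 for PER2 (p = 0.921).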

Significant correlation between module membership and probeset correlation to BEC confirms the association of the steelblue module with ethanol effects (*R* = 0.39, *p* = 0.03; Figure S9D). 

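Across the 31 probesets of the rebuilt steelblue module, absolute r with the eigengene and absolute r with BEC had r = 0.280 across probesets. With the 24 probesets of an absolute r over 0.7 with the eigengene, it was 0.225. Probesets are not independent replicates, so no p is given.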

Functional enrichments for glucocorticoid signaling, synaptic transmission, chromatin modification, ion transport, and vascular processes were also found. GeneWeaver analysis (Table S8) showed significant overlap between the steelblue module and gene sets derived from the PFC of acute and chronic ethanol-treated mice (Kerns et al., 2005; Melendez et al., 2012; Wolen et al., 2012; Farris and Miles, 2013), and from the liver of chronic ethanol-treated mice (Osterndorff-Kahanek et al., 2013).

#### Blue Module—Nuclear Processes

The blue module (Figure S10; 3,172 probesets) was strikingly enriched with ethanol-responsive probesets (1,027; *p* ≈ 0). 

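In the rebuilt blue module, 859 of 1333 probesets responded to ethanol at an unadjusted limma p under 0.01, of which 506 rose and 353 fell. LIMCH1, a regulator of actin and myosin, and TNFRSF25 are among its members. Of 10 measured blue module genes of Table 1, 2 rose and 1 fell (2 and 2 when adjusted over the list alone), with a median log2 difference of 0.04 (camera adjusted p = 0.501); the study chose them on these samples, so they are not independent evidence. PGAP1, which remodels GPI anchors, rose by 1.00, and MXRA7 and CTSC, the cathepsin C, whose probesets Table S3 names, by 1.42 and 1.24. Blue eigengenes differed by 0.247 within batches (two-sided permutation p = 0.000130), by 0.0398 in cohort 5 (exact permutation p = 0.406 for 8 against 5) and by 0.355 in cohort 7a (exact p = 0.00202 for 8 against 4). In batches 4 to 8, where RNA integrity numbers were lower with ethanol, the difference was 0.461 (permutation p = 0.00228).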

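Blue eigengenes rose with drinking category (43 animals, r = 0.502, permutation p = 0.000350, adjusted p = 0.00472 over 27 relations; rho = 0.506; 0.486 without 2 extreme animals; 0.508 centered within batches and 0.505 within cohorts). By cohort r was -0.473 among the 11 drinkers of cohort 4 (p = 0.137), 0.419 in cohort 5 (13 animals, p = 0.153) and 0.740 in cohort 7a (12 animals, p = 0.00708). Controls hold the lowest rank of this category, so r over all animals takes up the treatment difference, which alone had r = 0.683. A relation with category among all drinkers was not tested. With cortisol, the glucocorticoid of the stress response, r was -0.509 (32 drinkers, p = 0.00324, adjusted p = 0.0219), but rho was -0.126 (p = 0.487) and r was -0.105 (p = 0.585) without 2 extreme animals, so that it rests on them. Centered within batches r was -0.606 (p = 0.0145) and within cohorts -0.569 (p = 0.00868).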

The blue module eigengene correlated significantly with treatment group, drinking category, and cortisol levels. Functional enrichment analysis revealed a variety of enriched ontologies (likely owing to the large number of genes), including nuclear processes such as DNA repair, chromatin modification, and cell cycle regulation, as well as ubiquitination and calcium regulation (Figure S10A). Functional enrichment analysis on just the 1,027 ethanol-responsive probesets in the blue module revealed strong enrichment for processes involved in RNA processing and transport (Figure S10B). 

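LIMCH1, a member of the blue module, differed by 0.14 log2 units in batches 1 to 3 and by 1.76 in batches 4 to 8. Across the 1333 probesets of the rebuilt module, the negative logs of the membership p and of the limma p had r = 0.663 on the deposited values and 0.780 with batch as a block. The blue eigengene itself differed between the groups on these arrays, so such a relation is in part given by construction. Probesets are not independent replicates, so no p is given.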

The relevance of this module to ethanol is supported by the highly significant positive correlation between significance of ethanol responsiveness and significance of blue module membership (*R* = 0.73, *p* = 7.62E-135; Figure S10C). The blue module also overlapped significantly (Table S8) with gene sets derived from acute and chronic ethanol-treated mouse PFC (Melendez et al., 2012; Farris and Miles, 2013; Osterndorff-Kahanek et al., 2013; Smith et al., 2016; van der Vaart et al., 2017) and the frontal cortex, hippocampus, and amygdala of human alcoholics (Liu et al., 2006; Ponomarev et al., 2012; McClintick et al., 2013; Farris et al., 2015).

#### Turquoise Module—Protein Synthesis

Like the blue module, the turquoise module (Figure S11) was large (3,985 probesets) and was highly enriched for ethanol-responsive probesets (558; *p* = 3.92E-61). 

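Part of the genes of the respiratory chain and of cytosolic ribosomes were lower in ethanol-drinking animals. Of 54 measured genes of the respiratory chain and ATP synthase, 24 fell and none rose (27 fell and 1 rose when adjusted over the list alone), with a median log2 difference of -0.15 (camera adjusted p = 2.43e-05; adjusted p = 0.483 with an estimated correlation). NDUFB3, a subunit of complex I, fell by 0.34 (SE 0.08, adjusted p = 0.00416 from limma) and ATP5F1C, the gamma subunit of ATP synthase, by 0.27 (SE 0.06, adjusted p = 0.00333). Of 36 cytosolic ribosomal protein genes, 7 fell and none rose (16 fell when adjusted over the list alone), with a median of -0.15 (adjusted p = 0.000451; adjusted p = 0.483 with an estimated correlation). RPS18, of the small ribosomal subunit, fell by 0.25 (adjusted p = 0.0129), RPS6 by 0.23 (adjusted p = 0.0318) and RPL19, of the large subunit, by 0.16 (adjusted p = 0.00985). These lists were fixed before the values were seen. In the rebuilt turquoise module, 1143 of 2259 probesets responded at an unadjusted p under 0.01, of which 70 rose and 1073 fell. Of the 20 measured turquoise genes of Table 1, 12 fell and none rose (16 fell when adjusted over the list alone), with a median of -0.25 (adjusted p = 3.64e-06; adjusted p = 0.317 with an estimated correlation), a list chosen on these samples and so not independent evidence. In batches 1 to 3 the 3 lists had an adjusted p of 0.431, 0.803 and 0.293, and in batches 4 to 8, where actin 3′ minus 5′ values were higher with ethanol, of 0.000232, 0.000262 and 5.17e-07.

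**Figure D7:**
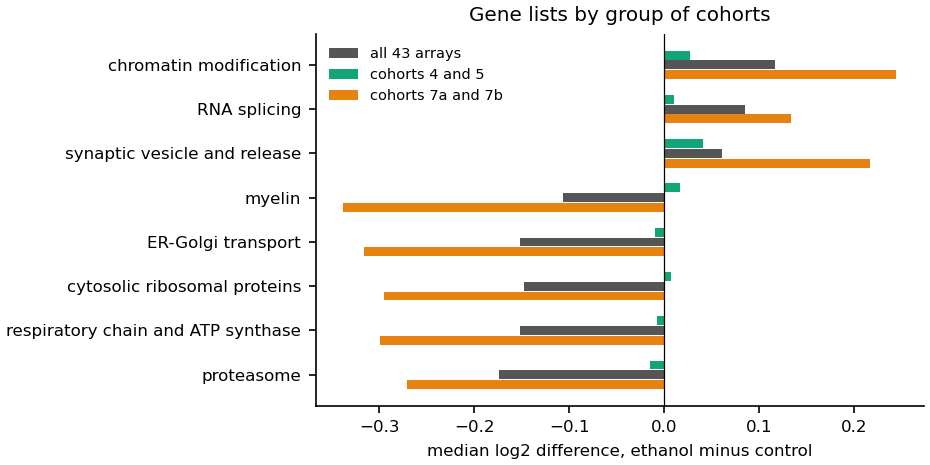
Median log2 difference, ethanol minus control (x axis), of 8 gene lists fixed beforehand, over all 43 arrays and, with batch as a block, in cohorts 4 and 5 and in cohorts 7a and 7b. Over all arrays, respiratory chain and ribosomal genes lie at -0.15 and chromatin genes at 0.12.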

The turquoise module eigengene correlated to treatment group, BEC, days over 4 g/kg, and ethanol preference. 

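Turquoise eigengenes were lower in ethanol-drinking animals, at -0.0507 ± 0.101 (SD, n = 32), than in controls, at 0.147 ± 0.191 (SD, n = 11; two-sided permutation p = 0.000130, adjusted p = 0.000650 over 30 modules). Within batches the difference was -0.210 (p = 0.00118), in cohort 5 -0.0151 (exact permutation p = 0.781 for 8 against 5) and in cohort 7a -0.318 (exact p = 0.00202 for 8 against 4). With mean BEC r was 0.115 (32 drinkers, permutation p = 0.530, rho = 0.124, 0.137 without 2 extreme animals), with days over 4 g/kg -0.0383 (31 drinkers, p = 0.841, rho = -0.0109, -0.335 without 2 extreme animals) and with preference 0.101 (p = 0.599, rho = 0.0415, 0.0286 without 2 extreme animals). Centered within batches these were 0.130, -0.0191 and 0.245, and within cohorts -0.00566, -0.0993 and 0.242. The adjusted p over 27 relations was 0.573 or more.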

Functional enrichment analysis of turquoise module showed highly significant enrichment for genes involved in translation, cellular respiration, and intracellular transport (Figure S11A); all processes that are involved in protein synthesis. Functional enrichment analysis of just the 558 ethanol-responsive probesets showed similar results to the turquoise module as a whole (Figure S11B). 

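Turquoise probesets that followed the eigengene closely were also those that differed most between ethanol-drinking animals and controls (2259 probesets, r = 0.581 across probesets on the deposited values, 0.648 with batch as a block). The eigengene itself differed between the groups on these arrays, so such a relation is in part given by construction. GLRX3, a member of this module and an iron-sulfur glutaredoxin, fell by 0.46 log2 units (SE 0.13, adjusted p = 0.0161 from limma). Probesets are not independent replicates, so no p is given.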

Turquoise module genes showed highly significant correlation between significance of ethanol-responsiveness and significance of module membership (*R* = 0.32, *p* ≈ 0; Figure S11C). Additionally, significant overlap was found between the turquoise module and gene sets from genomic studies of acute and chronic ethanol-treated mouse PFC (Kerns et al., 2005; Melendez et al., 2012; Farris and Miles, 2013; Osterndorff-Kahanek et al., 2013; Smith et al., 2016; van der Vaart et al., 2017) and liver (Osterndorff-Kahanek et al., 2013), as well as from the human alcoholic frontal cortex (Lewohl et al., 2000; Liu et al., 2006), hippocampus (McClintick et al., 2013; Farris et al., 2015), and amygdala (Ponomarev et al., 2012).

#### Pink Module—Various Enrichments

The pink module (Figure S12; 291 probesets) was significantly enriched with ethanol-responsive probesets (59; *p* = 1.19E-13). 

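UBA2, a subunit of the enzyme that activates SUMO, fell by 0.22 log2 units in ethanol-drinking animals (adjusted p = 0.00589 from limma), and TANK, an adaptor of TRAF signaling, rose by 0.29 (adjusted p = 0.0156), while 2 of its 5 other probesets fell. Of 14 measured pink module genes of Table 1, 3 rose and 5 fell (3 and 8 when adjusted over the list alone), with a median of -0.17 (camera adjusted p = 0.268); the study chose them on these samples, so they are not independent evidence. PPARGC1B, a coactivator of mitochondrial genes, rose by 0.27, and DPY30, a subunit of histone methyltransferase complexes, fell by 0.27. In the rebuilt module, 102 of 291 probesets responded at an unadjusted p under 0.01, of which 7 rose and 95 fell (hypergeometric test, adjusted p = 2.45e-12). In the fit with batch as a block, 214 responded, of which 16 rose and 198 fell. The negative logs of the membership p and of the limma p had r = 0.170 across the 291 probesets, which are not independent replicates, and 0.412 with batch as a block. The pink eigengene itself differed between the groups on these arrays, so such a relation is in part given by construction.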

A significant positive correlation was observed between significance of ethanol-responsiveness and significance of pink module membership (*R* = 0.42, *p* = 9.68E-12; Figure S12D). 

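Pink eigengenes were lower in ethanol-drinking animals, at -0.0495 ± 0.133 (SD, n = 32), than in controls, at 0.144 ± 0.121 (SD, n = 11; two-sided permutation p = 0.000120). Within batches the difference was -0.218 (p = 0.000220), in cohort 5 -0.152 (exact permutation p = 0.0730 for 8 against 5) and in cohort 7a -0.261 (exact p = 0.00202 for 8 against 4). They fell with drinking category (43 animals, r = -0.497, permutation p = 0.000800, adjusted p = 0.00720 over 27 relations, rho = -0.531). Here r was -0.524 without 2 extreme animals, -0.589 centered within batches and -0.553 within cohorts. Among the 11 drinkers of cohort 4, with no control, it was -0.458 (permutation p = 0.165). With controls it was -0.510 in cohort 5 (13 animals, p = 0.0739) and -0.627 in cohort 7a (12 animals, p = 0.0308). Controls hold the lowest rank of this category, so r over all animals takes up the treatment difference, which alone had r = -0.554. A relation with category among all drinkers was not tested. With intake in the second 6 months r was -0.338 (32 drinkers, p = 0.0579, rho = -0.326; -0.293 without 2 extreme animals; -0.335 centered within batches and -0.131 within cohorts), and with testosterone 0.313 (p = 0.0833, rho = 0.362; 0.399 without 2 extreme animals; -0.102 centered within batches and -0.216 within cohorts).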

The eigengene correlated significantly with treatment group, drinking category, ethanol intake during the second 6 months, and testosterone levels (Figure 1). Functional enrichment analysis showed that the pink module harbored various enrichments, including Golgi apparatus function, protein synthesis, chromatin modification, and synaptic transmission (Figure S12A). 

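Among 14 measured pink module genes of Table 1, among them SEC23A, UBA2 and TANK, mean connectivity on the batch-adjusted values was 0.0285 in ethanol-drinking animals and 0.0650 in controls. This is a log2 ratio of -1.19 (two-sided permutation p = 0.339), with a median of -0.56 over permuted labels, and on the deposited values the ratio was -0.04 (p = 0.970). In batches 4 to 8 alone, on the batch-adjusted values, it was -2.41 (p = 0.0367). Of the 14 genes alone, on the deposited values, SEC23A, ACTR6, NNT and SLC4A10 rose, by log2 ratios of 2.87, 2.93, 4.90 and 2.35, and PPARGC1B fell by 11.97 (permutation test, adjusted p from 0.00597 to 0.0205 over the 14), while on the batch-adjusted values none passed (SEC23A 0.09, adjusted p = 0.931). The permutation of the group measures the mean over pairs, not which pairs are connected. In ethanol-drinking animals the mean connectivity of the 14 genes was 0.117 on the deposited values, against 0.0285 on the batch-adjusted ones. The deposited ratios thus do not separate connectivity from steps between batches.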

Connectivity analysis of the top 50 genes in the pink module by ERHS showed a reorganization of connectivity with ethanol treatment (Figure S12B). A densely connected network was generated by GeneMania for these 50 genes (Figure S12C). The pink module was also particularly rife with genes having high ERHS; five of the top 25 genes by ERHS from the whole study were in this module (Table 1), including the highest-scoring gene in the study, *SEC23A*, a gene essential for COPII-coated vesicular transport of proteins from the endoplasmic reticulum to the Golgi apparatus. 

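SEC23A was 10.29 ± 0.19 log2 units in ethanol-drinking animals (SD, n = 32) and 10.46 ± 0.16 in controls (SD, n = 11), a log2 difference of -0.17 (SE 0.07, adjusted p = 0.0674 from limma). In the model with batch it fell by 0.20 (adjusted p = 0.00431), and its other probeset fell in the fit without batch. Of 19 measured genes of ER to Golgi transport, 5 fell and 1 rose (7 and 1 when adjusted over the list alone), with a median of -0.15 (camera adjusted p = 0.0636). SAR1B, the GTPase that starts COPII coats, fell by 0.40 (adjusted p = 0.00143), SEC22B, a SNARE of this step, by 0.24 (adjusted p = 0.00560), ARL1, a Golgi GTPase, by 0.52 (adjusted p = 0.0126), and COPZ1, of the COPI coat, rose by 0.11 (adjusted p = 0.0451). With batch in the model the list fell, at an adjusted p of 0.0297 (adjusted p = 0.433 with an estimated correlation). SEC23A differed by -0.09 in batches 1 to 3 and by -0.32 in batches 4 to 8, where the RNA of ethanol-drinking animals was the less intact. Its slope with intake on the deposited values was -0.01 (limma p = 0.817), and -0.03 with batch as a block (p = 0.183).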

Sec23 regulates the trafficking of GluA1 vs. GluA2 AMPA receptor subunits in rodent striatal medium spiny neurons (Pick et al., 2017), a process important in alcohol and cocaine addiction (Woodward Hopf and Mangieri, 2018). The pink module also overlapped significantly with gene sets derived from acute and chronic ethanol-treated mouse PFC (Wolen et al., 2012; van der Vaart et al., 2017) and the frontal cortex, hippocampus, and amygdala of human alcoholics (Liu et al., 2006; Ponomarev et al., 2012; McClintick et al., 2013; Farris et al., 2015).

**Table 1:** Top 25 genes by ethanol-related hub score (ERHS) from select ethanol-related monkey modules, and from the entire study (far right).

**Red**		**Green**		**Blue**		**Turquoise**		**Pink**		**Steelblue**		**All modules**		
**Gene**	**ERHS**	**Gene**	**ERHS**	**Gene**	**ERHS**	**Gene**	**ERHS**	**Gene**	**ERHS**	**Gene**	**ERHS**	**Gene**	**Module**	**ERHS**
ENPP2	2.56	PHYHIP	2.85	GRIA3	2.82	ARL1	2.73	SEC23A	2.93	LRTM2	2.54	SEC23A	Pink	2.93
EVI2A	2.55	SYN1	2.79	ZNF483	2.78	WTAP	2.71	UBA2	2.91	SLC25A25	2.44	SSR4	Lightyellow	2.92
MOG	2.52	WBP2	2.78	IL28RA	2.77	HMGN4	2.67	ACTR6	2.90	RCC2	2.31	AMY1B	Lightcyan	2.92
ERMN	2.50	LPHN1	2.76	TRIOBP	2.74	ARL1	2.66	ARMCX1	2.85	NAB2	2.30	UBA2	Pink	2.91
MOBP	2.47	FASN	2.74	RBM48	2.74	THAP11	2.65	STRN3	2.78	IER5L	2.26	ACTR6	Pink	2.90
EVI2A	2.45	CDC42BPB	2.73	BMP7	2.73	RBM7	2.63	THAP5	2.71	IER5L	2.25	TNFSF10	Darkturquoise	2.87
MAL	2.45	MAPT	2.69	CTSC	2.72	CDC42	2.60	TANK	2.71	ERF	2.20	GIMAP4	Darkturquoise	2.85
UGT8	2.44	KIAA0427	2.68	PCDH11Y	2.72	MFF	2.60	C5orf44	2.68	CRY2	2.19	ARMCX1	Pink	2.85
TNFAIP6	2.42	MLL	2.68	NUAK2	2.71	EIF5	2.59	ACYP2	2.66	CECR6	2.19	PHYHIP	Green	2.85
GOLGA7	2.39	IQSEC2	2.68	MACC1	2.71	TMED10	2.58	VAMP4	2.66	RTN4R	2.13	MLLT10	Lightcyan	2.83
ENPP2	2.37	HUWE1	2.65	SRSF1	2.71	LYSMD2	2.58	PPARGC1B	2.66	USP2	2.13	GRIA3	blue	2.82
MOBP	2.36	RANGAP1	2.65	SH3BP2	2.68	GLRX3	2.57	MRPL36	2.65	RHOBTB2	2.03	ARGLU1	lightcyan	2.82
LAMP2	2.32	C6orf106	2.64	SFRS11	2.68	PSMD14	2.54	SLC4A10	2.64	ADORA1	1.96	HNRNPC	Brown	2.81
CLDN11	2.32	SEZ6L2	2.64	CYP4V2	2.68	SLC4A10	2.52	NNT	2.63	BRPF1	1.96	RPL13	Lightyellow	2.80
CLDND1	2.31	EPN1	2.61	ZNF713	2.68	NDUFS3	2.52	POMP	2.59	EGR1	1.94	SYN1	Green	2.79
ERMN	2.28	SV2A	2.61	SFRS11	2.67	MRPL47	2.51	RCHY1	2.58	PER1	1.75	MYL9	Darkgrey	2.79
MOG	2.28	AGPAT1	2.60	RINL	2.65	WTAP	2.50	PNPLA8	2.58	DGAT2	1.61	STRN3	Pink	2.78
TNFAIP6	2.27	POLR2A	2.60	TCTA	2.64	SMIM8	2.49	TCEA1	2.57	EGR1	1.61	ZNF483	Blue	2.78
CNP	2.25	CD99L2	2.58	MXRA7	2.64	UQCRC2	2.49	CACYBP	2.55	SETD1B	1.54	WBP2	Green	2.78
ENPP2	2.23	C9orf86	2.57	XIAP	2.64	TOMM22	2.49	TMED7	2.55	ADRB1	1.46	IL28RA	Blue	2.77
PPP1R14A	2.23	MICAL3	2.57	PGAP1	2.63	PSMC6	2.48	SLMO2	2.55	DBP	1.44	LPHN1	Green	2.76
C21orf91	2.22	ATP1A3	2.56	FOXK1	2.63	PSMB6	2.48	DPY30	2.55	CNNM2	1.37	ZFR	Brown	2.75
PLLP	2.21	SRRM3	2.55	SUGT1	2.62	RNF138	2.48	EFHA2	2.54	MXRA5	1.32	FASN	Green	2.74
GPR37	2.21	SLC17A7	2.55	HBS1L	2.62	DRG1	2.46	ARL6IP5	2.52	SERPINE2	1.31	TRIOBP	Blue	2.74
CLMN	2.21	GDI1	2.54	OR7D2	2.61	UBE2N	2.46	SRP9L1	2.51	FAM160A2	1.30	RBM48	Blue	2.74

*Retracted hypothetical genes and pseudogenes have been removed from the table. Repeated gene symbols indicate separate probesets for the same gene*.

### Cell Type Enrichment Analysis

Cell type enrichment analysis was performed to find modules that were enriched for genes with selective expression in various brain cell types. Fourteen out of thirty modules showed such an enrichment (Table S9). Eight modules were enriched for neuronal markers (purple, green, salmon, cyan, yellow, white, brown, and darkred), four were enriched for glial markers (red, tan, magenta, and greenyellow), and two were enriched for vascular markers (darkgray and darkturquoise). Among these modules, red (enriched for oligodendrocytic markers) and darkgray (enriched for vascular mural cell markers) correlated with ethanol intake, and the green module (enriched for neuronal markers) was enriched with ethanol-responsive genes, suggesting that chronic ethanol exposure alters gene expression in these cell types. 

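Markers of vascular mural cells, the contractile cells of vessel walls, had lower values at higher intake among the 32 drinkers when tested as a list. Of 6 measured markers, 2 fell when adjusted over the list alone and none when adjusted over all probesets, with a median slope of -0.16 log2 units per g/kg (camera adjusted p = 3.41e-06; adjusted p = 0.0373 with an estimated correlation). MYL9, a myosin light chain of smooth muscle, had a slope of -0.19 (limma p = 0.0296) and CNN1, calponin, of -0.13 (p = 0.0124). ACTA2, smooth muscle actin, whose probeset Table S3 names, had a slope of -0.46 (SE 0.16, p = 0.00657). The list's adjusted p was 0.00129 with cohort as a block and 0.0123 with batch as a block (the latter adjusted p = 0.362 with an estimated correlation). Of 5 markers of oligodendrocyte progenitors, 1 rose with intake when adjusted over the list alone (median 0.06, adjusted p = 0.00612; adjusted p = 0.121 with an estimated correlation). Of 8 measured markers of excitatory neurons, none differed between the treatment groups, also over the list alone (median -0.07, adjusted p = 0.782), while with batch as a block 1 rose. Of 6 markers of inhibitory neurons, GAD2, described above, and LHX6, a transcription factor of interneurons, at 0.26, rose, and VIP, a neuropeptide, fell by 0.39; 2 rose and 3 fell when adjusted over the list alone (median -0.10, mean 0.06, upward camera test at an adjusted p of 0.782). Myelin markers did not pass the test between the groups (median -0.11, adjusted p = 0.891). From these enrichments the paper proposes that chronic ethanol exposure alters gene expression in oligodendrocytes, mural cells and neurons.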

Previous studies have shown that coexpression networks from brain samples are often enriched for markers of a particular cell type (Oldham et al., 2008; Miller et al., 2010). Thus, these findings validate our module construction method. Additionally, the cell type enrichment results largely agree with the functional enrichment results from ToppGene, validating our compiled cell type enrichment dataset.

### Monkey-Mouse Co-analysis

In order to enhance the translational potential of our study, a cross-species co-analysis was performed using rhesus expression data and microarray data collected from studies on C57BL/6J mice exposed to chronic ethanol vapor exposure and consumption (Smith et al.; preprint available at https://www.biorxiv.org, MS ID#: BIORXIV/2019/688267). Such an analysis could identify ethanol-related gene networks conserved across model systems, with increased relevance to AUD. Modules discovered in this co-analysis have been termed “meta-modules” to avoid confusion with monkey-only modules. Consensus module analysis found 15 meta-modules of genes with highly correlated expression patterns across both species. A spreadsheet with meta-module assignments, RMA values, and meta-module membership values is found in Table S10. These meta-modules were examined for correlation to ethanol-related phenotypes in both monkeys and mice (Figures S13, S14). Complete functional enrichment results for meta-modules are found in Table S11. Cross-tabulation of monkey modules with meta-modules showed that 14 out of 30 monkey modules had a correlate meta-module, as shown by significant overlap in a hypergeometric test (Figure S15), indicating their validity in more than one model system. Every meta-module showed significant overlap with at least one monkey module discovered in this study (Figure S15, Table S12). Five of the ethanol-related monkey modules had correlates in the co-analysis: blue, green, pink, red, and turquoise. Details of the five meta-modules most strongly overlapping with these monkey modules are described below.

The most significant overlap was between the meta-black module (114 genes) and the red monkey module, with 88 genes in common (*p* = 1.91E-152, hypergeometric test). Like the red module, the meta-black module contained significant enrichment for genes involved in myelination (Table S11). While the meta-black module eigengene did not correlate with ethanol intake in monkeys (as did the red monkey module), it did correlate with treatment group, drinking category, average BEC, average bout volume, and testosterone levels (Figure S13). The meta-black module eigengene positively correlated with baseline drinking in mice but not to drinking after chronic ethanol vapor exposure (Figure S14).

The meta-green module (124 genes) shared 60 genes with the green monkey module (*p* = 7.6E-46). Meta-green was enriched for genes involved in cell projection assembly, ion channel function, synapses, immune function, and cytoskeleton assembly (Table S11), processes that are important for neuronal development and synaptic transmission. The meta-green module eigengene correlated with treatment group, drinking category, and testosterone levels in monkeys (Figure S13), as well as with drinking at baseline and after CIE in mice (Figure S14).

The meta-turquoise module (594 genes) bore resemblance to the turquoise monkey module, with 280 genes in common (*p* = 7.18E-111), as well as to the blue monkey module, with 109 genes in common (*p* = 9.8E-16). Meta-turquoise was most enriched for genes involved in RNA processing, ubiquitination, ribosomes, and transcription factor activity (Table S11). This meta-module's eigengene correlated to the change in ethanol intake, change in BEC, and days of heavy drinking in monkeys (Figure S13), as well as to drinking after the fourth cycle of CIE in mice (Figure S14).

The meta-yellow module and the blue monkey module shared 80 genes (*p* = 3.23E-49). Meta-yellow harbored enrichment for genes involved in RNA splicing, helicase activity, translation regulator activity, and protein kinase activity (Table S11). The meta-yellow eigengene correlated significantly with treatment group, drinking category, change in ethanol intake, and testosterone levels in monkeys (Figure S13), as well as with treatment group, baseline drinking, and drinking after CIE in mice (Figure S14).

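ADK, adenosine kinase, fell by 0.29 log2 units in ethanol-drinking monkeys (adjusted p = 0.00459 from limma), CDKN1B, an inhibitor of the cell cycle, by 0.25 (adjusted p = 0.00746), GABPA, a transcription factor of mitochondrial genes, by 0.30 (adjusted p = 0.00180) and UBE2D1, a ubiquitin-conjugating enzyme, by 0.35 (adjusted p = 0.00658). They are among the genes that Table S12 lists as shared by the pink monkey module and a meta-module of monkey and mouse. Of 38 such genes measured, 2 rose and 7 fell (3 and 8 when adjusted over the list alone), with a median of -0.12 (camera adjusted p = 0.0566). With batch as a block, 4 rose and 21 fell (adjusted p = 8.55e-06; adjusted p = 0.388 with an estimated correlation). The study chose this list on these samples, so its direction is not independent evidence. Blocked by batch, its adjusted p was 0.00431 in batches 1 to 3 and 0.000232 in batches 4 to 8.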

Forty-four genes were shared between the meta-blue module (216 genes) and the pink monkey module (*p* = 1.05E-43). Functional enrichment analysis showed that meta-blue was enriched for genes involved in vesicular transport, Golgi function, post-translational modification, and synapse components (Table S11). The meta-blue module eigengene correlated significantly with baseline and post-CIE drinking in mice (Figure S14), as well as with drinking category and the change in drinking from the first to the second 6 months in monkeys (Figure S13).

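Of the genes that Table S12 lists as shared by the purple monkey module and a meta-module, 16 were measured in the monkeys. Others, among them GRIK3 and UPF2, had no probeset under their symbol, so the tests cover only part of the shared genes. Of the 16, NRXN3, a presynaptic adhesion molecule, and ARHGEF7, a guanine nucleotide exchange factor, rose with ethanol, by 0.23 and 0.22 log2 units (limma adjusted p = 0.0163 and 0.0413). None fell, and adjusted over the list alone 2 rose. The list had a median of 0.07 (camera adjusted p = 0.0165; adjusted p = 0.317 with an estimated correlation). Among drinkers it fell with intake, with a median slope of -0.03 per g/kg (adjusted p = 0.00612; adjusted p = 0.156 with an estimated correlation). The study chose this list on these samples, so its direction is not independent evidence.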

Finally, the meta-pink module shared 29 genes with the purple monkey module (*p* = 2.01E-35). Although that monkey module did not show over-representation for ethanol-regulated genes or significant eigengene correlation with 12-month ethanol consumption, the purple module did show a significant positive correlation with the change in drinking from the first 6 months vs. the second 6 months of consumption. 

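In the rebuilt purple module, 89 of 213 probesets responded to ethanol at an unadjusted limma p under 0.01, of which 52 rose and 37 fell (hypergeometric test, adjusted p = 5.95e-16). At the same unadjusted p, 123 responded with batch as a block (adjusted p = 4.47e-29) and 146 with cohort as a block (adjusted p = 1.51e-30). On the batch-adjusted values, at the stricter threshold of an adjusted p of 0.01 or under, 15 responded (adjusted p = 0.709). That count differs in both values and threshold. The hypergeometric p counts co-expressed probesets as independent, which makes it too small. NRXN3, which Table S12 lists with this module, had a slope of 0.01 log2 units per g/kg with intake (limma p = 0.778). The purple eigengene had r = 0.348 with the change in intake between the first and second 6 months (32 drinkers, permutation p = 0.0505, adjusted p = 0.0822 over 27 relations; rho = 0.260, p = 0.151), and r = 0.177 (p = 0.351) without 2 extreme animals. It was 0.337 (p = 0.115) centered within batches and 0.106 (p = 0.609) within cohorts. By cohort it was 0.391 in cohort 4 (11 animals, permutation p = 0.229) and 0.678 in cohort 5 (8 animals, exact permutation p = 0.0655). In cohort 7a it had the other sign, at -0.674 (8 animals, exact permutation p = 0.0661).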

Further, the meta-pink module showed a significant correlation with the change in ethanol consumption for the last cycle of CIE (CIE4% change baseline). This suggests that this meta-module/monkey module pair may be related to the escalation of ethanol consumption. This is of interest given the significant functional over-representation of the pink meta-module for genes relating to synaptic transmission, nervous system development and neuronal projection morphogenesis (Table S11).

## Discussion

In this study, we have performed network analysis of genome-wide expression data from an addiction-related brain area of chronically ethanol-drinking primates. Furthermore, we have co-analyzed this monkey data with similar data from another robust animal model of chronic ethanol exposure and consumption, CIE-treated mice. We have identified several functional categories of genes whose response to ethanol is conserved across species and ethanol treatment paradigms, including myelination, neuronal development, synaptic transmission, Golgi apparatus function, and several aspects of gene expression, to name a few. Additionally, we have created a novel multifactorial method for ranking genes that our data suggest to have the best potential for further mechanistic investigation and possible identification of therapeutic targets for AUD (Table 1). Our findings have been validated by several methods, both intrinsic and extrinsic to our own analysis. Altogether, these studies provide significant new information about prefrontal cortex adaptations associated with ethanol consumption.

### Correlation to Ethanol Intake vs. Enrichment With Ethanol-Responsive Probesets

We used two different criteria to characterize WGCNA module relationships to ethanol: correlation of the module eigengene to ethanol intake, and enrichment of the module with ethanol-responsive probesets. Intriguingly, we found very little overlap between these two criteria. This may be due to differences in the data that are considered when calculating the two parameters. For the calculation of correlation to ethanol intake, data from control animals was not available (control animals were not entered as zero values), reducing the number of animals contained in the phenotypic correlations to 32. Thus, module eigengene correlations to drinking phenotypes identified genes that vary expression with *how much ethanol-drinking animals consumed*. On the other hand, the LIMMA analysis examined differences in gene expression between the control and ethanol-drinking groups. As such, these ethanol-responsive modules highlight genes that vary expression with *whether the animal had the opportunity to drink ethanol*.

Alternatively, modules with expression correlated to ethanol intake could represent gene networks that *regulate drinking behavior*, whereas modules that are enriched with ethanol-responsive genes are *regulated by drinking*. This interpretation is supported by findings from the cross-species co-analysis. Similar to segregation of monkey modules correlated to ethanol intake vs. enriched with ethanol-regulated genes, it was evident that most meta-modules correlated with either baseline drinking or drinking after CIE in mice, not both (Table S13). For example, the meta-black module was enriched for myelin genes, and its eigengene correlated to baseline drinking in mice. This observation is in agreement with previous findings that, across the BXD recombinant inbred panel of mice, basal myelin gene expression correlated to initial sensitivity to ethanol (Kerns et al., 2005; Farris and Miles, 2013), which would influence the propensity to drink. In a similar manner, the red monkey module was also enriched for myelin genes, and its eigengene correlated to ethanol intake, suggesting an influence of this module on the propensity of monkeys to drink ethanol, if the role of myelin gene expression in initial sensitivity to ethanol is conserved between mice and monkeys.

There was also a dichotomous relationship between the measure of ethanol-relatedness and the type of functional enrichments observed. Monkey modules that correlated to ethanol intake behavior were often functionally enriched for ontologies of *emergent* cellular processes like myelination, synaptic transmission, circadian rhythms, steroid signaling, and vascular processes, suggesting that expression of these genes is dependent upon the amount of ethanol consumed, or that they influence the organism's propensity to drink ethanol. This is in contrast to modules enriched with ethanol-responsive genes, which contained functional enrichments related to *core* cellular processes, such as translation, cellular respiration, intracellular transport, cell cycle, chromatin modification, Golgi function, and RNA processing, which suggests these processes could be regulated by the presence or absence of ethanol.

Finally, it is possible that withdrawal from ethanol had some influence upon our detection of ethanol-regulated genes and thus might skew the relationship with gene expression correlating with consumption. All monkeys underwent necropsy within 4 h of their last access to ethanol and thus could have been undergoing mild withdrawal.

### Biological Functions Related to Chronic Ethanol Drinking

Perhaps the most clear-cut and consistent finding across our various analyses is the association of a network of myelin genes with ethanol intake. Elucidating ethanol's effects on myelin has been an active area of research for some time. In fact, a recent MRI study showed white matter reductions in the same four cohorts of monkeys used in this study (Kroenke et al., 2014). Postmortem studies of human alcoholic brains have shown sizeable reductions in white matter (de la Monte, 1988; Harper, 2009), diffusion tensor imaging has been used to show microstructural disruptions in myelin integrity *in vivo* in human alcoholics (Pfefferbaum et al., 2000), and these white matter defects have been associated with neurological deficits in alcoholics (Sullivan and Pfefferbaum, 2005; Colrain et al., 2011). Furthermore, studies in mice show correlations between basal myelin gene expression and behavioral sensitivity to ethanol (Kerns et al., 2005; Farris and Miles, 2013) and adolescent binge exposure decreased myelin gene expression in adolescent mice (Wolstenholme et al., 2017). Additionally, adolescent binge drinking or adult alcohol dependence induction in rats caused a reduction in the white matter of the anterior corpus callosum, as well as degradation of myelin basic protein in the PFC (Vargas et al., 2014). Pertinently, previous genomic studies of ethanol have found functional enrichment for myelin among their lists of ethanol-regulated genes (Lewohl et al., 2000; Kerns et al., 2005; Liu et al., 2006; McClintick et al., 2013). It has been suggested that in addition to likely toxic effects of ethanol on myelin expression, underlying differences (e.g., genetic) in basal myelin expression might be a risk factor for ethanol consumption, possibly by altering acute sensitivity to ethanol (Farris and Miles, 2013).

In agreement with these previous findings, we found that chronic ethanol has profound effects on a network of myelin genes in primates and rodents. The red monkey module was enriched for genes involved in myelination, and its eigengene correlated significantly to ethanol intake. Several findings support and confirm the construction of this module and its association with ethanol. The red module had significant overlap with multiple alcohol-related gene sets discovered in studies by other researchers using different species and alcohol treatment paradigms. Also, co-analysis of monkey and mouse expression data led to construction of a cross-species meta-module that was also enriched for myelin genes and correlated to ethanol-related phenotypes in both species. Several of the top 25 genes by ERHS in the red module were canonical myelin genes, including *ENPP2, MOG, ERMN, MOBP, MAL, UGT8, CLDN11, CNP*, and *PLLP* (Table 1). 

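No gene of the myelin list passed the test between ethanol-drinking animals and controls. MBP was 12.61 ± 0.46 log2 units in ethanol-drinking animals (SD, n = 32) and 12.73 ± 0.41 in controls (SD, n = 11; difference -0.12, SE 0.15, limma adjusted p = 0.611). MOBP differed by -0.29 (SE 0.22, adjusted p = 0.381), UGT8, which makes galactocerebroside, by -0.26 (SE 0.19, adjusted p = 0.373), MOG, a myelin surface glycoprotein, by -0.21 (SE 0.20, adjusted p = 0.509), CLDN11, of myelin tight junctions, by -0.16 (SE 0.18, adjusted p = 0.586), ERMN by -0.19 (adjusted p = 0.629) and CNP by 0.06 (SE 0.03, adjusted p = 0.224). MOBP, MOG, CLDN11 and ERMN take their probesets from Table S3. Of 16 myelin genes of the list fixed beforehand, 0 passed limma, with or without batch as a block, and 0 when adjusted over the list alone. In batches 4 to 8 MOG differed by -0.82 (adjusted p = 0.0525) and UGT8 fell by 0.86 (adjusted p = 0.0272).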

Perhaps somewhat unexpectedly, myelin gene expression was not significantly up- or down-regulated in our rhesus data. However, chronic ethanol drinking was associated with profoundly increased connectivity among myelin genes in the red module (Figure 2B), suggesting ethanol might have altered a common regulator of these genes. In addition, ethanol induced the emergence of new hub genes in the red module (see NDRG1, ERBB3, and CNTN2). It is possible that these changes in myelin network connectivity are a compensatory response to a toxic effect of ethanol on myelin, as has been suggested by some prior studies.

These ethanol-induced hub genes in the red module could represent targets for pharmacological treatments for alcohol abuse, given their ethanol-responsive major change in connectivity with myelin genes. The gene *NDRG1* had an ERHS of 1.71, and showed a striking difference in connectivity between ethanol and control animals. *NDRG1* encodes a cytoplasmic signaling protein that plays a role in development and maintenance of myelin (King et al., 2011), and mutations in this gene cause demyelinating disorders (Kalaydjieva et al., 2000; Hunter et al., 2003). Our previous studies have shown that acute and chronic ethanol treatment increase *NDRG1* expression in mice (Kerns et al., 2005; Farris and Miles, 2013; Smith et al., 2016). Acute ethanol treatment also increases phosphorylation of NDRG1 (Costin et al., 2013). Similar to *NDRG1, ERBB3* was a major hub among myelin genes in the ethanol-treated monkeys and had an ERHS of 1.98 in the red module. This gene encodes an epidermal growth factor receptor important in the development of myelin. While *ERBB3* has not yet been directly implicated in ethanol behaviors, it interacts with ethanol in the development of tumors *in vitro* (Luo and Miller, 2000).

Another striking finding from our analyses is that a large network of genes involved in neurodevelopment and synaptic transmission was regulated by chronic ethanol, and many chromatin modification genes were organized into the same module. It has been known for some time that ethanol alters neuronal function, interacting with and altering properties of several neurotransmitter receptors and ion channels (Spanagel, 2009). The green module was heavily enriched for neuron-specific functional categories, particularly those involved in neuronal process development, such as “neuron projection” (120 genes, *p* = 2.43E-19), and “dendrite” (70 genes, *p* = 4.03E-15), as well as synaptic development and function, such as “synapse” (98 genes, *p* = 2.64E-21) and “synaptic transmission” (108 genes, *p* = 2.55E-19). Among the top 25 green module genes by ERHS were several involved in neuronal process development/structure and cytoskeletal/extracellular matrix reorganization, including *SYN1, LPHN1, CDC42BPB, MAPT, IQSEC2, C6orf106, SEZ6L2, CD99L2*, and *ATP1A3* (Table 1). 

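LPHN1, a latrophilin of synapses that the probe table names ADGRL1, rose by 0.32 log2 units in ethanol-drinking animals (SE 0.11, adjusted p = 0.0335 from limma), and IQSEC2, an exchange factor of postsynaptic sites, by 0.22 (SE 0.06, adjusted p = 0.0139). On probesets named in Table S3, CDC42BPB, a kinase of the cytoskeleton, rose by 0.27 (adjusted p = 0.00439) and C6orf106 by 0.29 (adjusted p = 0.0164). MAPT, the tau protein of axons, differed by 0.29 (adjusted p = 0.249), SEZ6L2 by 0.17 (adjusted p = 0.399) and CD99L2 by 0.20 (adjusted p = 0.0717), without passing the test. These rose with batch as a block, MAPT by 0.43 (adjusted p = 0.00195), SEZ6L2 by 0.28 (adjusted p = 0.00264) and CD99L2 by 0.26 (adjusted p = 0.00475). MAPT and CD99L2 are also measured on probesets named in Table S3. In batches 4 to 8, where integrity numbers were lower with ethanol, MAPT differed by 0.89, and in batches 1 to 3 by 0.02.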

*SYN1* (synapsin I) encodes a vesicular phosphoprotein involved in synaptogenesis and neurotransmitter release that is a known target of Protein Kinase A (PKA) and is phosphorylated in response to ethanol treatment (Conti et al., 2009). 

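PRKAR1B, a regulatory subunit of protein kinase A, differed by -0.02 log2 units between ethanol-drinking animals and controls (SE 0.22, limma adjusted p = 0.967), and rose by 0.17 with batch as a block (SE 0.05, adjusted p = 0.0214). AKAP8L, an anchor protein of this kinase, differed by 0.15 (adjusted p = 0.279) and with batch as a block rose by 0.19 (adjusted p = 0.0158). AKAP1, another anchor protein, differed by 0.14 (adjusted p = 0.224) and did not pass with batch as a block either (0.10, adjusted p = 0.151).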

*PRKAR1B*, a regulatory subunit of PKA, is also found within the green module with high ERHS (2.21), along with two A kinase anchor proteins: *AKAP1* and *AKAP8L* (ERHS 1.99 and 2.03, respectively). An extensive body of evidence links PKA activity to ethanol behaviors (see Ron and Barak, 2016 for review). Also within the top 25 genes by ERHS in the green module were three genes involved in lipid synthesis/metabolism (another process important for developing neurons): *PHYHIP, FASN*, and *AGPAT1*. 

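FASN, the fatty acid synthase, differed by 0.21 log2 units between the groups (SE 0.12, limma adjusted p = 0.237), AGPAT1, an acyltransferase of phospholipid synthesis, by 0.11 (SE 0.09, adjusted p = 0.421) and PHYHIP, whose probeset Table S3 names, by 0.25 (SE 0.12, adjusted p = 0.15). None of them passed on the values as deposited. In the fit with batch they rose, FASN by 0.28 (adjusted p = 0.00303), AGPAT1 by 0.17 (adjusted p = 0.0119) and PHYHIP by 0.35 (adjusted p = 0.000925). FASN differed by 0.09 in batches 1 to 3 and by 0.50 in batches 4 to 8, where ethanol-drinking animals had the less intact RNA.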

Several more of the top genes in the green module by ERHS were involved in vesicular processes, which are important for neuronal function and synaptic transmission, including *EPN1, SV2A, MICAL3, SLC17A7*, and *GDI1*.

The green module also harbored significant enrichment for chromatin modification genes (62 probesets, *p* = 1.97E-8). *WBP2, MLL, POLR2A, SRRM3*, and *BRD3* all had ERHS above 2.5 (Table 1). The organization of these genes in an expression module with synaptic transmission genes suggests a possible reciprocal relationship between ethanol regulation of synaptic transmission and chromatin modification. This is consistent with a growing body of literature suggesting epigenetic regulation of gene expression by ethanol in brain (Wolstenholme et al., 2011, 2017; Kyzar et al., 2017).

RNA processing and regulation of transcription were functions enriched within the highly ethanol-responsive blue module. Ethanol-induced alterations of gene transcription have been observed previously (Saba et al., 2006; Ponomarev et al., 2012). Three genes involved in RNA splicing/processing were among the top 25 blue module genes by ERHS (*RBM48, SRSF1*, and *SFRS11*), and five were involved in regulation of transcription (*ZNF483, MACC1, SH3BP2, ZNF713*, and *FOXK1*). 

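Some genes of RNA splicing were higher in ethanol-drinking animals. SRSF11 rose by 0.78 log2 units (SE 0.24, adjusted p = 0.0253 from limma), while the probeset that Table S3 names SFRS11, an older symbol of it, differed by 0.24 (adjusted p = 0.190), and RBM48 fell by 0.26 (SE 0.09, adjusted p = 0.0390). RBM25, a splicing regulator, rose by 0.81 (SE 0.16, adjusted p = 0.00131), SRSF6, a serine/arginine-rich splicing factor, by 0.46 (adjusted p = 0.0224) and U2AF2, which binds the polypyrimidine tract, by 0.19 (adjusted p = 0.00842). Of 24 measured splicing genes, 6 rose and none fell (8 rose when adjusted over the list alone), with a median of 0.09 (camera adjusted p = 0.000373; adjusted p = 0.317 with an estimated correlation). Among the transcription regulators, MACC1 rose by 1.18, ZNF713 by 0.88 and FOXK1 by 0.65, on probesets named in Table S3, while ZNF483 at -0.25 (adjusted p = 0.172) and SH3BP2 at 0.07 (adjusted p = 0.362) did not pass. SRSF11 differed by -0.04 in batches 1 to 3 and by 1.51 in batches 4 to 8, where integrity numbers were lower with ethanol.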

A recent RNA-seq expression network study in area 32 and central nucleus of the amygdala (CeA) of chronically drinking monkeys, from the same cohorts used in the analysis here, found functional enrichment for genes involved in RNA splicing in CeA (and other forms of transcriptional regulation) as seen with our analysis in PFC (Iancu et al., 2017). However, there was surprisingly no significant degree of overlap between the gene set from area 32 correlating with ethanol consumption in that study (see Supplementary Table 7 in Iancu et al., 2017) with our current analysis (Table S3). Furthermore, Iancu et al. found minimal significant functional over-representation in the genes from area 32 correlating with consumption. Methodological differences likely explain these differences, with our analysis pooling RNA from three anatomically similar areas of medial PFC and using microarrays, compared to focus on area 32 and use of RNAseq by Iancu et al.

Also having high ERHS in the blue module were four genes involved in neuronal development/function: *GRIA3, TRIOBP, BMP7*, and *PCDH11Y*. 

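GRIA3, an AMPA receptor subunit whose probeset Table S3 names, rose by 0.50 log2 units in ethanol-drinking animals (SE 0.15, adjusted p = 0.0217 from limma), and BMP7, a secreted growth factor, by 0.26 (SE 0.09, adjusted p = 0.0470). Without cohort 4 neither passed, GRIA3 at 0.36 (adjusted p = 0.177) and BMP7 at 0.18 (adjusted p = 0.273). TRIOBP, which binds actin, differed by 0.08 (adjusted p = 0.216). GRIA3 differed by 0.01 in batches 1 to 3 and by 0.72 in batches 4 to 8, where actin 3′ minus 5′ values were higher with ethanol, and BMP7 by 0.18 and 0.25.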

*GRIA3*, which had the highest ERHS in the blue module (2.82), encodes the glutamate ionotropic receptor AMPA type subunit 3. Growing evidence supports a role for the AMPA receptor in the rewarding properties of alcohol (Cannady et al., 2016; Salling et al., 2016), and expression levels of *GRIA3* splice variants (which differ in several ion channel properties) correlate to ethanol intake and BEC in chronic alcohol-drinking monkeys (Acosta et al., 2011). *BMP7* interacts with ethanol in cell culture experiments. Hepatocytes cultured on a printed array of BMP7 protein are protected from ethanol-induced apoptosis (Wilkemeyer et al., 1999), and ethanol inhibits the morphological changes and cell adhesion induced by BMP7 exposure in cultured neuroblastoma/glioblastoma cells (Jones et al., 2010).

Many genes involved in protein translation and cellular respiration were found together in the ethanol-responsive turquoise module. Protein synthesis accounts for a large portion of the typical cellular energy expenditure (Lane and Martin, 2010). 

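NDUFS3, a core subunit of complex I, fell by 0.30 log2 units in ethanol-drinking animals (SE 0.10, adjusted p = 0.0292 from limma), and MFF, a receptor for mitochondrial fission, by 0.24 (SE 0.07, adjusted p = 0.0238). UQCRC2, of complex III, differed by -0.42 (SE 0.20, adjusted p = 0.137), TOMM22, of the outer membrane translocase, whose probeset Table S3 names, by -0.31 (SE 0.13, adjusted p = 0.0870), EIF5, a translation initiation factor, by -0.09 (adjusted p = 0.0642) and MRPL47, of the mitochondrial ribosome, by -0.04 (adjusted p = 0.718), none past the test. In the fit blocked by batch, UQCRC2 fell by 0.26 (adjusted p = 0.0372) and TOMM22 by 0.20 (adjusted p = 0.0136). NDUFS3 differed by -0.01 in batches 1 to 3 and by -0.47 in batches 4 to 8, where actin 3′ minus 5′ values were higher with ethanol.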

Multiple turquoise module genes involved in either protein translation (*EIF5* and *MRPL47*) or cellular respiration/mitochondrial function (*MFF, GLRX3, NDUFS3, MRPL47, UQCRC2*, and *TOMM22*) had highly ranked ERHS values. Ethanol alters mitochondrial size and morphology in neurons (Tavares and Paula-Barbosa, 1983), possibly by disruption of mitochondrial fission. The gene *MFF* encodes a protein involved in mitochondrial fission which recruits dynamin-1-like protein (DNM1L; a GTPase that participates in fission), which is also found within the turquoise module. *GLRX3* encodes glutaredoxin 3, an oxidoreductase enzyme that reduces many substrates by a glutathione-dependent mechanism. This gene may be of particular interest, as oxidative stress, especially with ethanol-induced oxidative mitochondrial damage, has been proposed as a major contributor to the neurotoxic effects of the drug (Hoek et al., 2002; Hernández et al., 2016).

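Of 25 measured proteasome genes, 11 fell in ethanol-drinking animals and 1 rose (14 and 1 when adjusted over the list alone), with a median log2 difference of -0.17 (camera adjusted p = 0.000451; adjusted p = 0.452 with an estimated correlation). PSMD14, a deubiquitinase of the 19S lid, whose probeset Table S3 names, fell by 0.42 (SE 0.09, adjusted p = 0.00105 from limma), PSMC6, an ATPase of its base, by 0.40 (SE 0.11, adjusted p = 0.0129), PSMB6, a catalytic subunit, by 0.29 (SE 0.09, adjusted p = 0.0164) and PSMB8, a subunit of the immunoproteasome, by 0.44 (SE 0.10, adjusted p = 0.00318). RNF138, a ubiquitin ligase, fell by 0.34 (adjusted p = 0.00439), while UBE2N, a ubiquitin-conjugating enzyme, at -0.13 (adjusted p = 0.102) did not pass, and fell by 0.15 with batch as a block (adjusted p = 0.0485). With batch and RNA integrity number both in the model the list's adjusted p was 0.0952, and in batches 1 to 3 it was 0.690.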

The turquoise module also was enriched for genes involved in the ubiquitin/proteasome system. Within the top 25 turquoise genes by ERHS were three components of the 26S proteasome (*PSMD14, PSMC6*, and *PSMB6*), a ubiquitin-conjugating enzyme (*UBE2N*), and a ubiquitin ligase (*RNF138*). Ethanol treatment alters proteasome gene expression and activity in neuroblastoma cells (Caputi et al., 2016). Furthermore, induction of P450 cytochrome 2E1 in the rat liver by chronic ethanol feeding is associated with attenuation of proteasome activity, likely by inhibition of proteasome assembly (Bardag-Gorce et al., 2005), and chronic ethanol-induced inhibition of the proteasome and the resulting epigenetic effects have been proposed as a mechanism contributing to liver cell damage (Bardag-Gorce, 2009).

### Common Themes Across Modules

Analysis of genomic data herein was primarily module-based, but some gene functions appeared across multiple modules, often represented by genes with high ERHS. REVIGO-summarized (see Supplementary Methods) functional enrichment analysis of the top 250 genes by ERHS from the entire study showed enrichment for genes involved in myelination, Golgi vesicle transport, response to drug, mRNA modification, AMPA receptor signaling, GTPase activity, oxidoreductase activity, antigen processing, coated membranes, and excitatory synapses (Table 2, full results in Table S14). While genes involved in myelination, oxidoreductase activity, and glutamate signaling were each enriched in a single module, other gene ontologies such as Golgi vesicle transport/coated membranes, GTPase activity, and mRNA modification were enriched across multiple modules. It has been known that ethanol exposure results in disorganization of the Golgi apparatus (Renau-Piqueras et al., 1985; Romero et al., 2015), a process that likely involves GTPase activity and COPII-mediated vesicular transport (Petrosyan et al., 2015) and can lead to altered lipid metabolism and neurite development (Powrozek and Olson, 2012); all processes strongly implicated by our study in the biological effects of chronic ethanol.

**Table 2:** Top 10 functional enrichment categories within the top 250 genes by ERHS from the entire study, as summarized by REVIGO from the ToppFun results.

**Ontology ID**	**Ontology type**	**Description**	***p*-value**	**Dispensability**	**Frequency**	**Uniqueness**
GO:0043209	Cellular component	Myelin sheath	4.80E-06	0	0.01%	0.929
GO:0048193	Biological process	Golgi vesicle transport	5.56E-05	0	0.04%	0.736
GO:2001025	Biological process	Positive regulation of response to drug	4.14E-04	0	0.00%	0.75
GO:0016556	Biological process	mRNA modification	8.13E-04	0	0.02%	0.817
GO:0004971	Molecular function	AMPA selective glutamate receptor activity	8.17E-04	0	0.00%	0.939
GO:0031267	Molecular function	Small GTPase binding	9.25E-04	0	0.03%	0.854
GO:0018660	Molecular function	4-Hydroxyphenylacetate, NADH: oxygen oxidoreductase (3-hydroxylating) activity	2.79E-03	0	0.00%	0.335
GO:0002474	Biological process	Antigen processing and presentation of peptide antigen via MHC class I	5.15E-03	0	0.06%	0.971
GO:0048475	Cellular component	Coated membrane	5.18E-03	0	0.10%	0.942
GO:0060076	Cellular component	Excitatory synapse	9.83E-03	0	0.00%	0.854

When looking at functional enrichments across all ethanol-related modules, it is easy to see how ethanol can alter the expression of thousands of genes in the brain. Ethanol-related modules were enriched for chromatin modification, transcription factors, helicases, RNA polymerases, RNA splicing, translation regulators, ribosomal proteins, Golgi apparatus function, and ubiquitin/proteasome function. This suggests that chronic ethanol may alter gene expression at any point from pre-transcriptional regulation to protein degradation, in agreement with previous findings in ethanol-treated neuroprogenitor cells (Garic et al., 2014).

### Ethanol-Related Modules Conserved Between Primates and Rodents

Cross-species analysis of expression data resulted in the discovery of several ethanol-related gene networks that were conserved between primates and rodents. Not only does this discovery help to focus on genes and networks that are central to ethanol's biological effects in mammals (and thus have high therapeutic potential), but it also speaks to the translational nature of genetic/genomic studies of alcohol abuse in rodents.

For the most part, gene functions enriched within meta-modules mirrored those of modules discovered in the monkey-alone analysis. Indeed, every meta-module had a correlate monkey module. Looking in the other direction, only half of the monkey modules had a correlate meta-module; the other half of the monkey modules were presumably constructed based on gene-gene correlations that were strong in the monkey but not in the mouse. Within the overlap of monkey modules with meta-modules, several functional enrichments that were strong in the monkey-alone analysis were present, including myelination, synaptic transmission, RNA processing, translation, and cellular respiration. However, several other functional categories emerged within the overlaps that were less evident in the monkey-alone analysis, such as antigen processing, circadian rhythms, steroid receptor binding, kinase inhibitors, and protein localization to nucleus.

The cross-species analysis is remarkable given that exact functional anatomical correlates between rodent and primate cortex are not without controversy in the literature (Uylings et al., 2003). We did make an effort to restrict our genomic studies to highly related areas of medial PFC in the monkey and mouse brain, but admit that evolutionary differences and technical limitations on dissections may have affected our cross-species analysis to a degree.

### Monkey Module Overlap With Gene Sets From Other Ethanol Genomic Studies

Several monkey modules showed significant overlap with ethanol-related gene sets from genomic studies by different investigators that have been deposited in the GeneWeaver bioinformatics resource. For simplicity, Table S8 shows overlaps with gene sets from a selection of studies that illustrates the cross-species relevance of our findings. These gene sets include: acute ethanol-regulated genes in the PFC of mice (Wolen et al., 2012), chronic ethanol-regulated genes in the PFC of mice (van der Vaart et al., 2017), and genes differentially expressed in the frontal cortex (Lewohl et al., 2000; Liu et al., 2006), hippocampus (McClintick et al., 2013; Farris et al., 2015), and amygdala (Ponomarev et al., 2012) of human alcoholics vs. control subjects.

The degree of overlap of our monkey modules with data from these other studies was quite striking (Figure S16). For the most part, functions enriched within the overlapping genes mirrored those found within the monkey modules themselves: myelination, synaptic transmission, chromatin modification, Golgi function, translation, respiration, RNA processing. However, the GeneWeaver analysis highlighted some ontologies less-significantly enriched in the monkey modules, including cell cycle, kinase activity, transcription factor activity, calcium regulation, and G-protein signaling. Finding significant overlap with such a variety of ethanol-related gene sets validates aspects of our findings not only across species, but also across brain areas, investigators, array platforms, and ethanol treatment paradigms.

## Conclusion

Our extensive genomic analysis of expression networks in medial prefrontal cortex of rhesus macaques has identified networks strongly over-represented for coherent biological functions relevant to brain plasticity and toxicity that might occur with chronic ethanol consumption. Many of our findings appear robust in that they replicate aspects of prior genomic or molecular studies on ethanol in macaques or other species. Furthermore, our cross-species analysis with a chronic ethanol exposure model in mice also shows extensive replication of networks. In particular, we identify a myelin-related gene network as having striking connectivity changes following ethanol consumption in rhesus and a similar network is also seen in the mouse. Hub genes in these and other networks identified here may represent key nodes for understanding mechanisms of brain adaptation to ethanol and could possibly lead to new therapeutic targets for AUD. Additionally, our studies suggest a dichotomy between gene networks involved in ethanol consumption and those enriched in genes actually regulated by ethanol exposure. This finding may be of fundamental importance in understanding the overall role of brain gene expression in the neurobiology of ethanol consumption vs. toxicity.

## Data Availability

The datasets generated for this study can be found in the Gene expression data uploaded to the Gene Expression Omnibus (accession number GSE134546) and full expression data are included in Supplementary Tables herein, module data uploaded to GeneWeaver.

## Ethics Statement

All primate procedures were conducted in accordance with the NIH and the Guide for the Care and Use of Laboratory Animals and protocols approved by the Oregon National Primate Research Center IACUC. All mouse studies were conducted in an AALAC-accredited animal facility and protocols approved by the Institutional Animal Care and Use Committee of MUSC. All experimental and animal care procedures met guidelines outlined in the NIH Guide for the Care and Use of Laboratory Animals.

## Author Contributions

JB ran all network analyses and other data analyses, contributed to experimental design, generated figures and tables, and authored manuscript. MS analyzed microarrays on mouse samples, assisted in network analyses, and contributed to experimental design. SF contributed preliminary data leading to the study. CD ran microarrays on monkey brain samples. ML generated ethanol vapor-exposed mice and collected mouse drinking data. HB generated ethanol vapor-exposed mice and microarrays from mouse brain tissue. KG generated chronic ethanol-drinking monkeys and collected monkey phenotype data. MM contributed to experimental design and interpretation of all data analyses and co-authored/edited manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Cross-Species Co-analysis of Prefrontal Cortex Chronic Ethanol Transcriptome Responses in Mice and Monkeys
**Source:** Front Mol Neurosci. 2019 Aug 13;12:197. doi: 10.3389/fnmol.2019.00197
**Supplement:** Supplementary file 15

**Supplementary Figure Legends**

**Figure S1** – Principal component analyses showing data structure before (left) and after (right) ComBat normalization. Plots show identical data, color coded by microarray processing batch (**A, B**), MATRR cohort (**C, D**), and treatment group (**E, F**). Note that ComBat removed the batch effects of microarray processing batch and MATRR cohort, while still leaving some noticeable difference between treatment groups.

**Figure S2** – Multi-dimensional scaling plots for deep-split values 0-3 (**A-D**, respectively).

**Figure S3** – Hierarchical clustering dendrogram of all probesets (top) and the assignment of branches of probesets into color-coded modules under deep-split values of 0-3 (bottom).

**Figure S4** – Histogram of ERHS values for all probesets. 31,479 probesets were divided into 100 bins.

**Figure S5** – Relationship of monkey and mouse expression and connectivity values for homologous gene pairs. A strong positive correlation was seen for ranked expression of homologous gene pairs (left), but not for ranked connectivity (right).

**Figure S6** – Q-Q plot of topological overlap values for monkey and mouse homologous gene pairs before (black) and after (red) scaling. Following scaling, monkey and mouse TO data were highly similar. The blue line has a slope of 1.

**Figure S7** – Phenotype-phenotype correlations. Positive correlations are colored red, and negative correlations are colored green. At each intersection, the top number represents the Pearson correlation R-value, and the bottom number in parentheses is the p-value.

**Figure S8** – Green module characteristics: chromatin modification. (**A**) Select functional enrichment categories from ToppFun are shown which pertain to chromatin modification. (**B**) Circle plot of blue module genes from the “chromatin modification” ontology that were also ethanol-regulated by LIMMA (p<0.01) showed a clear decrease in connectivity in the ethanol-treated animals. (**C**) A network diagram from GeneMania supports the finding that the chromatin modification genes in B are highly interconnected, using data from the literature. This network contains several potential hub genes. The arrangement of nodes was modified to better display the number of connections to each query gene (black). Genes added to the network based on connections from the literature are shown in grey.

**Figure S9** – Steelblue module characteristics. (**A**) The top 10 functional enrichments from the REVIGO summary of ToppFun analysis are shown. Many pertain to circadian rhythms. (**B**) Circle plots showing the whole steelblue module. Note that the circadian clock genes (CRY2, PER2, PER1) are hub genes in the control animals but are far less connected in the ethanol-treated animals. (**C**) A network diagram from GeneMania supports the finding that circadian clock genes (right center) represent important hubs within this network, using data from the literature. Query genes from the steelblue module are shown in black, and genes added to the network based on connections from the literature are shown in grey. (**D**) Scatterplot of steelblue module membership vs. correlation to the blood ethanol concentration phenotype (gene significance) for each probeset in the steelblue module. Note the significant positive correlation.

**Figure S10** – Blue module characteristics. (**A, B**) REVIGO summaries of functional enrichments are shown for the whole module and for the ethanol-responsive genes in the blue module, respectively. (**C**) Positive correlation of blue module gene significance of ethanol regulation by LIMMA and significance of blue module membership.

**Figure S11** - Turquoise module characteristics. (**A, B**) REVIGO summaries of functional enrichments are shown for the whole module and for the ethanol-responsive genes in the turquoise module, respectively. (**C**) Positive correlation of turquoise module gene significance of ethanol regulation by LIMMA and significance of turquoise module membership.

**Figure S12** – Pink module characteristics. (**A**) The top 10 functional enrichments from the REVIGO summary of ToppFun analysis are shown. Various functions are represented. (**B**) Circle plot of the top 50 pink module genes by ERHS showing reorganization of connectivity in ethanol-treated animals. (**C**) A network diagram from GeneMania supports the finding that the top ERHS genes within the pink module are highly interconnected, using data from the literature. Genes added to the network based on connections from the literature are shown in grey. (**D**) Scatterplot of the negative log of pink module membership p-value vs. negative log of LIMMA p-value for each probeset in the pink module. Note the highly significant positive correlation.

**Figure S13** – Heatmap showing correlations of each meta-module to each monkey phenotype. The heatmap color scheme is shown at right, with positive correlations being red and negative correlations being green. At each intersection, the top number represents the Pearson correlation R-value, and the bottom number in parentheses is the p-value.

**Figure S14** – Heatmap showing correlations of each meta-module to each mouse phenotype. The heatmap color scheme is shown at right, with positive correlations being red and negative correlations being green. At each intersection, the top number represents the Pearson correlation R value, and the bottom number in parentheses is the p-value.

**Figure S15** – Heatmap showing overlap of monkey modules with meta-modules. The heatmap color scheme is shown at right, with significant p-values of the hypergeometric test shown in red. Numbers at each intersection represent the number of overlapping genes.

**Figure S16** – Heatmap showing overlap of the five monkey modules that had correlate meta-modules (X-axis) with seven ethanol-related gene sets from GeneWeaver discovered in different species and brain areas (Y-axis). The heatmap color scheme is shown at right, with significant p-values of the Fisher’s Exact Test shown in red. The number at each intersection represents the number of overlapping genes.

**Supplementary Table Legends**

**Table S1** – Detailed descriptions of monkey phenotypes used for correlation to WGCNA module eigengenes, as well as the phenotype data for each monkey.

**Table S2** – Spreadsheet containing the full ToppFun functional enrichment results of all monkey modules.

**Table S3** – Spreadsheet containing RMA data and LIMMA results for each monkey probeset.

**Table S4 –** Spreadsheet containing connectivity and module membership data for each monkey probeset.

**Table S5** – Spreadsheet containing Pearson correlation R-values and p-values for each probeset to each phenotype. Columns beginning with GS are R-values, and columns beginning with p.GS are p-values.

**Table S6** – Table showing the size of all monkey modules produced by WGCNA, as well as the enrichment with ethanol-regulated genes as determined by LIMMA, the module eigengene correlation to the ethanol intake phenotype, and whether the module has a correlate meta-module from the monkey-mouse consensus module analysis. Significant enrichments and correlations are highlighted. Modules that both meet one of the criteria for ethanol-relatedness and have a correlate meta-module are shown in bold with an asterisk.

**Table S7** – The topological overlap (TO) of each module was compared to the mean TO of 100 permutations of randomly generated modules of the same size. All modules generated by WGCNA had very significantly different TO than the random modules, with the exception of the grey module, which is a catch-all of genes that do not belong in another module.

**Table S8** – Overlaps of select monkey modules that had correlate meta-modules with seven ethanol-related gene sets from GeneWeaver discovered in different species and brain areas. P-values for Fisher’s exact test are provided, as are author-generated summaries of functional enrichments within each overlap.

**Table S9** – Cell type enrichment results. 14 out of 30 modules showed significant enrichment for a particular cell type. P-values for the hypergeometric test are in the rightmost column.

**Table S10 -** Spreadsheet with meta-module assignments, RMA values, and meta-module membership values from the monkey-mouse consensus module analysis.

**Table S11** – Spreadsheet with complete ToppFun functional enrichment results for all meta-modules.

**Table S12** – Monkey module – meta-module overlaps. P-values for the hypergeometric test are provided.

**Table S13** – Meta-module sizes and correlations to monkey and mouse drinking behaviors. Significant correlations are highlighted.

**Table S14** – Spreadsheet with complete ToppFun functional enrichment results for the top 250 genes by ERHS in the entire study.

# Supplementary material for: Cross-Species Co-analysis of Prefrontal Cortex Chronic Ethanol Transcriptome Responses in Mice and Monkeys
**Source:** Front Mol Neurosci. 2019 Aug 13;12:197. doi: 10.3389/fnmol.2019.00197
**Supplement:** Supplementary file 16

**Supplementary Methods**

**Additional details on monkey necropsy**

After one year of open access to ethanol, animals were necropsied. Within four hours of last access to ethanol, animals were sedated with ketamine (15 mg/kg i.m.), prepped for surgery, and anesthetized with sodium pentobarbital (20-35 mg/kg i.v.). Craniotomy was followed by transcardial perfusion with oxygenated buffer solution, rapid brain extraction and dissection, and flash-freezing of tissue samples. Tissue samples were deposited into the Monkey Alcohol Tissue Research Resource, a tissue bank created with the goal of distributing alcohol-related tissue samples and relevant bioinformatic data to the alcohol research community. The animals used in this study comprised rhesus cohorts 4, 5, 7a, and 7b of the MATRR. A detailed diagram of the experimental timeline for each cohort can be found at <http://matrr.com>.

**Additional details on mouse subjects**

Prior to CIE, drinking groups underwent 6 weeks of 2-bottle choice drinking (15% ethanol v/v in water; 2 h/d) to establish baseline drinking levels. Ethanol and water intake for each mouse were measured daily. Following baseline drinking, mice were placed in plexiglass inhalation chambers (60x36x60 cm) 16 hours/day for 4 days. Mice then underwent a 72-hour period of abstinence from ethanol, after which the mice in the drinking groups were given 2-bottle choice drinking, 2 hours per day for 5 days. Four consecutive cycles of CIE-abstinence-drinking were performed prior to sacrifice. Animals were sacrificed and brain tissue rapidly dissected at 24-hours after the 4^th^ day of ethanol/water drinking day, a time when the animals would have gotten their 5^th^ day of ethanol/water consumption. Thus, all mice had been withdrawn from ethanol for 7 days (CIE Non-Drinking) or 24-hours (CIE Drinking or Air Drinking groups) at the time of sacrifice. Coronal slices (1 mm) were punch dissected (1.25 mm dia) in medial PFC area and included tissue from prelimbic, infralimbic and anterior cingulate cortex due to the thickness of the slice and diameter of the punch biopsy (see: <http://atlas.brain-map.org/atlas?atlas=1&plate=100960372#atlas=1&plate=100960365&resolution=9.31&x=4167.999945746527&y=3510.0012885199653&zoom=-3&z=7&structure=211>). For WGCNA meta-analysis of phenotype/meta-module correlations, the CIE Drinking and Air Drinking animals were considered the “ethanol-drinking” group, while CIE Non-Drinking and Air Non-Drinking animals were used as the non-drinking group. Full experimental details of the mouse CIE/drinking genomics manuscript (submitted for publication) can be found in preprint form at BioRxiv (<https://www.biorxiv.org> MS ID#: BIORXIV/2019/688267)

**Bioinformatics**

Monkey modules identified with WGCNA were examined for functional enrichment using the ToppFun tool in the online ToppGene Suite (https://toppgene.cchmc.org/). Functional enrichment analysis was performed with p-value cutoff of 0.01 within the ontological categories Molecular Function, Biological Process, Cellular Component, Human Phenotype, Mouse Phenotype, Pathway, Gene Family, and Disease, focusing on ontologies containing between 3 and 1,000 genes. Full ToppFun results are found in Table S2. For summary display in figures, ToppFun results were processed to decrease redundant categories using REVIGO (http://revigo.irb.hr/), which only accepts GO categories Molecular Function, Biological Process, and Cellular Component. REVIGO settings were left at default, except for output list size, which was set to small (0.5).

Modules or selections from modules were validated (in part) by processing gene lists with GeneMania (http://www.genemania.org/), which uses data from the literature to construct a network from the query genes provided. GeneMania networks were generated with the following changes to the default settings. Co-localization and Shared Protein Domains connections were turned off. Under Co-expression, Alter-Stephan-2011 was added. Under Genetic Interactions, Lin-Smith-2010 was removed. In cases where network connections were so abundant as to obstruct interpretation, query gene nodes were manually rearranged into a circular shape to discern roughly how many connections each node had.

All modules from this publication were uploaded to GeneWeaver.org, a community-built and curated data archive of gene sets and gene networks. This website allows for comparison of gene sets across studies, species, tissues, and experimental platforms, which can both provide validation of genomic findings and lead to discovery of novel relationships between gene networks. Modules were examined for overlap with gene networks from other studies, using the Jaccard Overlap tool within GeneWeaver. Overlaps between modules/gene sets were tested for significance in R using Fisher’s Exact Test (p≤0.05) and a genome size of 26,000 genes.

**Cell Type Enrichment Analysis**

Cell type enrichment analysis was performed on WGCNA modules using the userListEnrichment function within the WGCNA package for R (Miller et al. 2011), which employs a hypergeometric test. The cell type-specific gene expression data used in this analysis was compiled from two previous studies (Cahoy et al. 2008, Zeisel et al. 2015). The data taken from the Cahoy study were filtered for genes having 3-fold or higher enrichment in each cell type. Genes enriched in all neuronal subtypes from the Zeisel study were combined into a single neuronal category, along with the neuron-enriched genes from the Cahoy study. This resulted in a cell type enrichment dataset comprising 5,329 unique genes divided into the following categories: neuronal, oligodendrocytic, astrocytic, microglial, ependymal, vascular epithelial, and vascular mural.

**Collation of Homologous Genes for Cross-Species Analysis**

In order to co-analyze monkey and mouse expression data, a list of homologous monkey-mouse gene pairs had to be collated. The list of annotated rhesus macaque genes included on the Affymetrix GeneChip Rhesus Macaque Genome Arrays was queried to find mouse homologs using data from Ensembl BioMart (http://www.ensembl.org/biomart) and NCBI Homologene (http://www.ncbi.nlm.nih.gov/homologene). In cases where a gene was represented by multiple microarray probesets, data from each species were collapsed so that each homologous gene pair contained expression data from only one microarray probeset per species. Collapsing of expression data was performed using the collapseRows function in the WGCNA package (Miller et al. 2011), by the MaxMean method, which chooses the probeset for each gene with the highest mean expression across samples. To avoid spurious module construction due to genes with very low expression, an abundance filter was applied to remove genes with RMA values less than 3.75 in ≥80% of monkey samples. Among the remaining homologous gene pairs, less than 1% had low expression (by the same criteria as monkey data) in the mouse data.

How the deposited data were processed for this re-analysis (not part of the article)

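Gene expression was measured in medial PFC of 43 rhesus macaques, 32 that drank ethanol and 11 controls, with 1 Affymetrix Rhesus Macaque array per animal and RNA of 3 brain areas pooled within an animal. The deposited values are log2 values that the authors made by RMA in the affy package, with background correction and quantile normalization over all arrays, as the methods state; the versions of RMA and affy are not given. The methods then apply ComBat for processing batch, and a comparison with Table S3 showed that the deposited values do not include this step. Values ranged from 2.27 to 15.2 over the arrays. The number of arrays, above all of controls, limits the precision, since an array gives no count of molecules. RNA of cohorts 4 and 5 was extracted with another kit and tested on another instrument than RNA of cohorts 7a and 7b, and the first group was processed before the second.

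The file holds 52865 probesets, of which 158 are controls. The probe table gives 24956 other probesets 1 gene symbol, 361 several symbols and 27390 none. Probesets without a symbol were left out, and so were 1166 annotated probesets with values under 3.5 in at least 80% of arrays, which left 24151 probesets of 13705 symbols. The study's annotation of probesets differs from the probe table, since 572 probesets of the part of Table S3 used have a symbol in the probe table, 384 of them the same one, and 340 have none. Single genes that the probe table lacks were therefore read from the name that Table S3 gives their probeset, and this is said at each; gene lists use the probe table alone.

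Tests across probesets used limma 3.58.1 in R 4.3.3, and all else used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Ethanol-drinking animals were compared with controls over all arrays without covariates, as the methods give a 2-class design, and mean daily intake was fitted as a continuous covariate among the 32 drinkers. Adjusted p are Benjamini-Hochberg values over the probesets tested, with a threshold of 0.05. Each of 33 gene lists was tested with limma's camera at a preset correlation of 0.01, 1 probeset per gene with the highest mean, with adjusted p over the lists, and again with a correlation estimated from the data.

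The 8 processing batches are not among the sample labels. They were recovered from the difference between the deposited and the adjusted values of Table S3, which is a shared step for all arrays of a batch, and an empirical Bayes adjustment for them gave the values of Table S3 to within 5.00e-05. These batch-adjusted values, and a fit with batch as a block, are reported beside the fit on the values as deposited. Module eigengenes were solved from the module memberships in Table S4 and the values in Table S3, with a largest residual of 6.86e-07. Only part of the supplementary tables of probesets could be read, so no overlap or set test was run on them. Each network probeset, after a further filter on a median absolute deviation of 0.065, went to the eigengene it followed most closely, and at most as many were kept as Table S6 gives the module; these are the rebuilt modules. Blue, turquoise and brown stayed smaller, with 1333, 2259 and 1380 probesets where Table S6 gives 3172, 3985 and 1391. WGCNA itself was not run.

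Eigengenes were compared between groups and related to intake and other phenotypes of Table S1 by permutation tests with 100000 resamples, exact ones where a group held fewer than 10 animals, all two-sided. Adjusted p for eigengenes cover the 30 modules, or the 27 relations with phenotypes that the text names. Each correlation is given again without the 2 animals farthest from the median and with values centered within cohorts or batches. Batches 1 to 3 each hold cohorts 4 and 5, so values centered within batches keep the difference between these cohorts. Connectivity is the mean over pairs of genes of absolute r to the power 6. It was compared between groups by permuting labels over the 43 animals, with a p that counts log2 ratios as far from 0 in either direction. On the deposited values it also takes up steps between batches that genes share.

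The gene lists were written before the values were seen. They cover myelin, oligodendrocyte progenitors, astrocytes, microglia, endothelial cells, vascular mural cells, meninges and choroid plexus, excitatory neurons, inhibitory neurons, blood, synaptic vesicles and release, glutamate receptors, GABA receptors, chromatin modification, RNA splicing, the circadian clock, the respiratory chain and ATP synthase, cytosolic ribosomal proteins, the proteasome, ER-Golgi transport, immediate early genes, glucocorticoid-responsive genes and ethanol metabolism. Further lists hold the genes of Table 1 for each module and for all modules, the receptors named for the green module and the shared genes of Table S12; the study chose these on the same samples. Genes are named by a rule set before the values were seen. It takes the 10 largest increases and the 10 largest decreases among probesets with 1 symbol past the threshold, with the same sign in cohorts 5, 7a and 7b for treatment, or the smallest unadjusted p under 0.01 where fewer than 20 pass, as for intake. It also takes every gene that the study names in its text or Table 1, whose values in the study's tables had been seen, and members of the lists as examples. A single gene among those the study names was left out on purpose and is not reported here.

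Alternatives set before the data were examined covered the thresholds, the filters, cohort as a block, single cohorts, RNA integrity number, age, each array left out, the moderation in limma, array weights, the animals of lowest intake, the statistic, the soft threshold and group size in connectivity, and the correlation in camera. Settings with processing batch, with arrays of matched integrity number, with p rounded to 2 decimals and with the membership p against the p on batch-adjusted values, and those for other phenotypes, the actin value and single genes, were chosen after the data were seen. The procedures were tested on simulated data. With 8 simulated batches, 100% of pairs of arrays were placed in the right batches, and a solved eigengene had r = 1 with the true one. With no difference, 4.75% of permutation p for groups and 5.75% for correlations were under 0.05, and at a true r of 0.6 this share was 90.75%.

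Mouse expression data, functional enrichments and the ERHS ranking were left out, since no values for them are among the deposited monkey arrays or they need the whole network. Numbers in the sample labels occur in both groups but do not pair the animals, since the best match of none of the 11 controls was the ethanol-drinking animal of the same number.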

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

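The tests of the difference between groups of cohorts, those on arrays of matched integrity number and on the actin 3′ minus 5′ value, and the splits drawn within cohorts and within batches were chosen after the results were seen; those of integrity number as a covariate, of cohort 4 and of splits over all arrays were set before.

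The ethanol difference was not alike in the 2 groups of cohorts that were processed apart. By an interaction test in limma with batch as a block, it differed between cohorts 7a and 7b on one side and cohorts 4 and 5 on the other for 6154 of 24151 probesets, being more positive in cohorts 7a and 7b for 1946 and more negative for 4208, and for 59 of 89 named genes. By the same comparison of eigengenes within batches (43 animals, two-sided permutation test over 30 modules), the difference was larger in cohorts 7a and 7b by 0.293 for green (p = 0.00221, adjusted p = 0.00829), 0.404 for blue (p = 1e-05, the smallest that the permutations give, adjusted p = 0.00015) and 0.358 for purple (p = 0.000200, adjusted p = 0.00120), and more negative by -0.399 for turquoise (p = 1e-05, the smallest possible, adjusted p = 0.00015) and -0.238 for pink (p = 0.00565, adjusted p = 0.0131). In cohorts 7a and 7b, 540 probesets were higher in each of 13 ethanol-drinking animals than in each of 6 controls and 620 lower, which is 4.80% of those tested where chance gives 0.00737%. In cohort 5, with 8 against 5 animals, 25 were higher and 15 lower, 0.166% where chance gives 0.155%.

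The probesets called over all arrays had a median difference in their direction of 0.47 log2 units in batches 4 to 8 and of 0.05 in batches 1 to 3. Chance can be excluded for the count over all arrays (3901, highest other 5, 1 of 100 splits as large), with batch as a block (5472, highest other 1, 1 of 100) and with cohort as a block (8044, highest other 5895, 1 of 100). But 4 other splits within cohorts called many probesets. Those of 5895 and 5272 kept 5 of the 6 controls of cohorts 7a and 7b as controls, and that of 753 kept 4. These repeat most of the real grouping, so they do not tell a structure of the samples from an ethanol difference. Other splits that kept 4 called 4 or 0 probesets. Only the split of 2099, with 0 kept and 3 animals of batch 8 as controls, points to a structure of the samples. Another split with 3 animals of batch 8 as controls, which kept 1, called 0. The median was 0.993 times as large without cohort 4, which argues against that cohort as the cause. In cohorts 7a and 7b, among 6 ethanol-drinking and 4 control arrays of integrity number 6.5 to 8, it was 0.730 times as large. But these controls are all of cohort 7a, while the ethanol-drinking animals include Coh7b_EtOH_39, Coh7b_EtOH_40, Coh7b_EtOH_41 and Coh7b_EtOH_43. The mean actin value still differed there, at 1.07 with ethanol and 0.82 in controls. This subset thus mixes treatment with cohort and does not decide whether RNA quality is the whole cause. RNA quality in part cannot be told apart from ethanol either. With integrity number in the model the median over all arrays was 0.856 times as large. With cohort added it was 0.671 times and with batch added, a fit chosen afterwards, 0.579 times. The differences went with the integrity slope at r = -0.33 across called probesets. The ratio of 0.856 is past the bound of 0.8 set before against RNA quality, but r is not: its bounds, 0.2 and 0.5, were written without the sign, and as ethanol-drinking animals have the lower integrity numbers, RNA quality gives a negative r, so its size was held to them and lies between. In cohorts 7a and 7b, where that r was -0.21, the integrity slope gives 4.62 percent of the difference and the actin slope 13.9 percent, but only 1 of 13 ethanol-drinking animals lies within the controls' actin range of 0.754 to 0.867. Also open, and untested, are a step in handling shared by these 6 control arrays and a response to ethanol that differs between cohorts by drinking, age or origin of the animals.

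Without 1 control array the count over all arrays fell to 1719 (Coh7b_Ctrl_37), 1748 (Coh7b_Ctrl_38), 2507 (Coh7a_Ctrl_27) or 2555 (Coh7a_Ctrl_28), and the count with batch as a block, 5472, fell to 1999 without Coh7b_Ctrl_37 and 3370 without Coh7a_Ctrl_27. The actin 3′ minus 5′ value, which the paper does not report, was higher by 0.249 log2 units in ethanol-drinking animals within cohorts (permutation p = 0.00809, adjusted p = 0.0485). Of 50 groups of 4 to 10 animals in which eigengenes were searched for a single animal far from the others, 2 held one, where chance gives about 1 in 20 groups. In the ethanol-drinking animals of cohort 7b (n = 5), the red eigengene was 0.328 in Coh7b_EtOH_41 against -0.128 in the nearest animal (gap over range 0.841), and the purple eigengene was -0.242 in Coh7b_EtOH_42 against 0.0573 in the nearest (0.737).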

How the results depend on the processing

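Settings with processing batch, arrays of matched integrity number and p rounded to 2 decimals, and those for other phenotypes, the actin value and single genes, were chosen after the data were seen, the others before; where a value moved, the cause was not tested beyond what its construction shows. The count of ethanol-responsive probesets (3901) stayed within 1.5 times under 13 settings and moved under 17: 1317 at an adjusted p of 0.01, 8276 over all non-control probesets, 8044 with cohort as a block, 2339 without cohort 4, 1 in cohort 5, 6620 in cohort 7b, 6466 with integrity number as a covariate, 1182 with cohort and integrity number, 0 with array weights (limma, 2209 at an unadjusted p under 0.05), 6588 with the label numbers as a replicate block, and with batch 7545 on adjusted values of all non-control probesets, 1364 on adjusted values at 0.01, 184 with integrity number, 0 in batches 1 to 3 (limma, 1120 at an unadjusted p under 0.05), 7650 in batches 4 to 8, 1 in cohort 5 and 869 among arrays of integrity number 6.5 to 8. Leaving out 1 array gave 1719 to 5114. No probeset passed for intake in 10 settings (limma, 507 at an unadjusted p under 0.05); 64 had an unadjusted p under 0.01, and age as a covariate gave 4211, but with batch as a block too 0 (794 at an unadjusted p under 0.05). Modules related to intake at an unadjusted p under 0.05 (4) were 0 centered within cohorts, 2 by rho, 2 without the 2 animals of intake under 0.5, 2 without the 2 extreme animals and 7 by the p for 43 animals rounded to 2 decimals. For red (r = 0.390), r was 0.164 centered within cohorts (p = 0.333), rho 0.337 (p = 0.0604), and r 0.335 without the 2 animals of lowest intake and without the 2 extreme ones, which are the same (p = 0.0688 and 0.0698). For steelblue r was -0.0621 centered within cohorts (p = 0.754) and 0.405 within batches (p = 0.0423). Modules that differ by treatment (16) were 2 in batches 1 to 3, and relations with other phenotypes (8) were 5 centered within cohorts; the green eigengene kept its direction and its side of the threshold under 7 settings. Myelin connectivity (log2 ratio 0.84, not past the test) was 1.73 on batch-adjusted values (p = 0.0162, adjusted p = 0.0809 over 5 gene groups), 0.55 there at power 1 (p = 0.0303) and 2.18 without cohort 4 (p = 0.00145). In these 3 of 11 settings the unadjusted p was under 0.05. This p counts ratios around 0, while permuted ratios lie mostly below 0. Without batch adjustment 0.849% of permutations were as high without cohort 4 and 2.03% at power 1, and on batch-adjusted values 0.375% in batches 4 to 8. Synaptic connectivity (0.03) was -0.18 without cohort 4, -2.33 centered on cohort and group (p = 0.0186), and on batch-adjusted values -1.59, -0.42 at power 1, -1.14 without cohort 4, -3.35 in batches 1 to 3 and -1.37 in batches 4 to 8 (p from 0.280 to 0.606). Steelblue connectivity (-0.08) was 0.16 at power 1, 0.43 by Spearman correlation and 0.31 with 11 ethanol-drinking animals drawn; pink connectivity (-0.04) was 0.0764 centered on cohort and group, 0.42 by Spearman correlation, 0.34 with 11 drawn and -2.41 in batches 4 to 8 (p = 0.0367); chromatin connectivity was -3.08 in batches 4 to 8 (p = 0.0131) and not past the test in 10 settings. Gene lists past the test for treatment (9) were 0 with an estimated correlation, 14 with cohort as a block, 14 without cohort 4, 0 with batch as a block and an estimated correlation, 2 in batches 1 to 3 and 14 in batches 4 to 8; for intake (7) they were 1 with an estimated correlation, 11 without the animals of intake under 0.5 and 0 with batch as a block and an estimated correlation. Rebuilt modules with more responsive probesets than expected (9) were 16 with cohort as a block, and red membership against intake correlation (0.284) was -0.0583 on cohort-centered values. Integrity number by group (pooled -0.528) was -0.913 in cohort 7a, -0.868 within cohorts and -0.569 within batches, and the actin value (pooled 0.69) 0.45, 0.25 and 0.18, each then at an unadjusted p under 0.05; the adjusted p was 0.0543, 0.0182 and 0.0543 for integrity number and 0.0182, 0.0485 and 0.0727 for actin. Of 75 single named genes, PRKAR1B reversed, from -0.02 to 0.18 with cohort and 0.17 with batch as a block; 64 kept direction and side of the threshold with batch as a block, 60 with cohort, 69 with integrity number and 59 without cohort 4, under which 13 no longer passed. For array values, signal over background limits what low probesets can show: 1166 annotated ones were under 3.5 in most arrays, and with them 3918 passed. The alternatives set before were all run.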

Differences from the paper's values

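Alternatives with processing batch, with p rounded to 2 decimals and for single genes were chosen after seeing the values; all others were set before the data were examined. At an adjusted p of 0.01 or under, 1317 probesets were ethanol-responsive here and the paper's value is 2294. The paper tested 36243 probesets and 24151 were tested here, so a count near its own does not show that the same probesets passed. Of the alternatives set before, cohort 7a alone (2219), cohort 7b alone (3384), integrity number as a covariate (2416) and age as a covariate (2019) come within 1.5 times of the paper's count, and no filter on low values (1299), all non-control probesets (3727), the filter on deviation (1310), cohort as a block (5041), without cohort 4 (147), cohort 5 alone (1), cohort with integrity number (49), without the array of lowest integrity number (1218), an intensity trend (1301), robust moderation (1300), array weights (0; limma, 2209 at an unadjusted p under 0.05), no moderation (1227) and a replicate block (0; limma, 10356 at an unadjusted p under 0.05) do not. Settings chosen after seeing the values come within it too: batch as a block (2051), which drops 6 of the 166 tested probesets that the part of Table S3 used gives as called by the study, and batch-adjusted values over all non-control probesets (3414), which drops 0 of 331; the fit on deposited values drops 74 of 166 and that with integrity number 51. Batch-adjusted values of annotated probesets (1364), which drop 5 of 166, batch with integrity number (0; limma, 4588 at an unadjusted p under 0.05), batches 1 to 3 (0; limma, 1120), batches 4 to 8 (4419) and cohort 5 with batch (0; limma, 1109) do not.

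Here 24151 probesets were tested and the paper's number is 36243; no filter on low values (25317) and all non-control probesets (48504) come within 1.5 times of it and the filter on deviation (24091) does not. For the correlation with intake, the permutation p is 0.0269 for red where the paper's is 0.01, and 0.0977 for steelblue where the paper's is 0.05. Of the alternatives set before, the p that the same r has with 43 animals (0.00982 and 0.0519) comes within it, while centering within cohorts (0.333 and 0.754), rho (0.0604 and 0.113), leaving out the animals of intake under 0.5 (0.0688 and 0.241) or the 2 extreme animals (0.0698 and 0.239) and a partial correlation on integrity number (0.0232 and 0.0792) do not. Modules with p at or under 0.05 for intake number 4 here and the paper's number is 7; with the p for 43 animals they are 6, within 1.5 times, and with it rounded to 2 decimals, a step chosen after seeing the values that drops 0 of the paper's 7 modules, they are 7, while centering within cohorts (0), rho (2), leaving out the animals of low intake (2) or the extreme ones (2) and the partial correlation (4) do not come within it.

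Across probesets of a module, membership and intake had r = 0.284 for red, where the paper's value is 0.36; the probesets with r over 0.7 with the eigengene (0.314) come within the error and cohort-centered values (-0.0583) do not. The error used here takes probesets as independent, which they are not, so it is too small, and values outside it may still not differ. Membership and response to ethanol had r = 0.426 for green (the paper's 0.63), 0.663 for blue (the paper's 0.73), 0.581 for turquoise (the paper's 0.32) and 0.170 for pink (the paper's 0.42). These eigengenes differ between the groups on the same arrays, so such r are in part given by construction. No alternative was set before for these r. Batch-adjusted values, chosen after seeing the values and dropping 5 of the 166 probesets named above, give 0.646, 0.754 and 0.406 for green, blue and pink, within the error, and 0.606 for turquoise, not within it; batch as a block, also chosen afterwards and dropping 6, gives 0.412 for pink, within it, and 0.669, 0.780 and 0.648 for the others, not within it.

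For responsive probesets per module, the counts here are at an unadjusted p under 0.01 in rebuilt modules, and the paper's are at its own adjusted level in its modules. The rebuilt turquoise module, with 2259 probesets where the paper's has 3985, held 1143 (the paper's 558), pink 102 (the paper's 59), purple 89 (the paper's 8), darkorange 29 (the paper's 13), grey60 60 (the paper's 16), red 14, lightyellow 11, saddlebrown 4 and steelblue 1 (the paper's 0 for each of these). With r over 0.7 with the eigengene, turquoise (728) and pink (74) come within 1.5 times, and purple (57), darkorange (74), grey60 (90), red (2), lightyellow (30), saddlebrown (1) and steelblue (1) do not. With cohort as a block the counts, in the order first given, were 1690, 258, 146, 34, 71, 18, 33, 8 and 11, and at an adjusted p under 0.05 they were 1074, 96, 82, 29, 59, 13, 10, 2 and 1, none within it. With batch as a block they were 1337, 214, 123, 33, 64, 17, 28, 2 and 3, none within it. Batch-adjusted values at an adjusted p of 0.01 or under, chosen after seeing the values and dropping 5 of 166 as above, give 73 for pink and 0 for red, saddlebrown and steelblue, as in the paper or within 1.5 times, and 332 for turquoise, 15 for purple, 20 for darkorange, 33 for grey60 and 2 for lightyellow, which are not.

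The paper states that the turquoise eigengene correlates with BEC, days over 4 g/kg and preference; r was 0.115, -0.0383 and 0.101 here, with permutation p of 0.530, 0.841 and 0.599. The paper relates the steelblue eigengene to ACTH, and r was -0.212 (p = 0.250), while r with age was -0.415 (p = 0.00514) as it states. For the purple eigengene and the change in intake the paper gives a correlation past its threshold, and p was 0.0505 here, with r in the direction it states. The paper gives lower connectivity of synaptic genes with ethanol, and the log2 ratio was 0.03 on the deposited values and -1.59 (p = 0.347) on batch-adjusted ones, while centering on cohort and group, set before, gave -2.33 (p = 0.0186), in the direction it states; for CAMK2B it was 2.20 on the deposited values (p = 0.00614) and -0.96 (p = 0.557) on batch-adjusted ones, and for GABRB1 -3.96 (p = 0.0153), in the direction it states, and -3.07 (p = 0.0585). For steelblue genes the paper gives lower connectivity too, and the ratio was -0.08 (p = 0.919), with PER2 at 0.23 (p = 0.921), and at -7.48 (p = 0.129) on batch-adjusted values. Connectivity on the deposited values takes up steps between batches. The deposited ratios, that of CAMK2B among them, thus do not decide between a gain and a loss. SEC23A, which the paper ranks first by a score of connectivity, correlation with intake and response, had an adjusted p of 0.0674 here; batch as a block (0.00431), cohort as a block (0.000184) and leaving out cohort 4 (0.0192) call it.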

Other observations

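The assignments of intake counted at an unadjusted p, the comparison of Table S6 with the p for 43 animals and the connectivity on batch-adjusted values were chosen after the results were seen; the count at an unadjusted p, the p for 43 animals and the test of group size were set before. Blood and microglial genes were lower in ethanol-drinking animals in some members. HBA1 and HBB, the hemoglobin chains, fell by 0.46 and 0.23 log2 units (limma adjusted p = 0.00448 and 0.0299), and of 3 measured blood markers these 2 passed, also when adjusted over the list alone (median -0.23, camera adjusted p = 0.0944). In batches 1 to 3, where integrity numbers were high in both groups, the list had a median of -0.32 (adjusted p = 0.0308, where the other settings gave 0.0859 to 0.380). Of 13 microglial markers, P2RY12, a purine receptor of resting microglia, fell by 0.49 (adjusted p = 0.0175), AIF1 by 0.42 (adjusted p = 0.00441) and TYROBP, an adaptor of microglial receptors, by 0.28 (adjusted p = 0.0122), none rose, and adjusted over the list alone 1 rose and 3 fell (median -0.16, adjusted p = 0.358). In batches 1 to 3 P2RY12 differed by -0.06 and in batches 4 to 8, where ethanol-drinking animals had the less intact RNA, by -0.86. Among 8 glutamate receptor genes, GRIA1, an AMPA receptor subunit, rose by 0.32 (adjusted p = 0.00289), GRIK2 and GRIK1, kainate receptor subunits, by 1.02 and 0.40, and GRIA4 fell by 0.28, with 3 and 1 also over the list alone (median 0.11, adjusted p = 0.145); with intake the list fell, at a median slope of -0.04 per g/kg (adjusted p = 0.0416; adjusted p = 0.121 with an estimated correlation), and none of its members passed.

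Of 5 GABA receptor genes 1 rose, also over the list alone, GABRB1 at 0.36 (adjusted p = 0.00347; list median -0.14, upward camera test at an adjusted p of 0.901). Of 11 astrocyte markers FGFR3, a growth factor receptor, rose by 0.34 (adjusted p = 0.00690), also over the list alone (median 0.04, adjusted p = 0.275). Of 11 endothelial markers EMCN, an endomucin, fell by 0.36 (adjusted p = 0.0267), also over the list alone (median -0.04, adjusted p = 0.842); with intake these markers had a median slope of 0.06 (adjusted p = 0.0384; adjusted p = 0.613 with an estimated correlation; 0.00395 to 0.946 over all settings). No marker of oligodendrocyte progenitors (5 measured, median 0.08, adjusted p = 0.166, 1 higher over the list alone), vascular mural cells (6, median 0.20, adjusted p = 0.145) or meninges and choroid plexus (8, median -0.06, adjusted p = 0.854) passed for treatment in limma. With batch as a block, 1 marker of oligodendrocyte progenitors rose. Of 13 immediate early genes DUSP1, a phosphatase of MAP kinases, fell by 0.25 and 0 passed over the list alone (median -0.09, upward camera test at an adjusted p of 0.992), and of 10 glucocorticoid-responsive genes DUSP1 and MT1X fell, also over the list alone, MT1X, a metallothionein, at -0.26 (adjusted p = 0.0140; list median -0.06, adjusted p = 0.782). Of 4 genes of ethanol metabolism ADH5, an alcohol dehydrogenase, fell by 0.19 (adjusted p = 0.0222), also over the list alone (median -0.04, adjusted p = 0.934); with intake the list had an adjusted p of 0.0826. Of 12 red module genes of Table 1, LAMP2, a lysosomal membrane protein, fell by 0.55 (adjusted p = 0.0247), also over the list alone (median -0.16, adjusted p = 0.287), and of 17 genes of Table 1 over all modules 1 rose and 4 fell, or 2 and 5 over the list alone (median -0.17, adjusted p = 0.891); the study chose both on these samples, so that they are not independent evidence. For intake no probeset passed in limma, and the smallest unadjusted p were those of JHY (slope 0.13 per g/kg, p = 0.000572), RAB23, a GTPase (-0.10, p = 0.000827), NEXN, an actin-binding protein (-0.15, p = 0.000887), TSKU (0.10, p = 0.00156), DAPP1 (0.14, p = 0.00165), L3HYPDH (0.16, p = 0.00174), KISS1R, the kisspeptin receptor (0.10, p = 0.00204), THBS1, a thrombospondin (-0.31, p = 0.00214), and LTBR, a lymphotoxin receptor (0.14, p = 0.00255). BLVRA, CFAP161, KIT, LOC713844, BARD1, FGGY and B3GNT7 had slopes of 0.10, 0.09, -0.07, -0.10, -0.08, -0.09 and -0.14.

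Chance cannot be excluded for intake: with the 32 values of intake assigned anew, 72 of 100 assignments gave as many probesets at an unadjusted p under 0.01 (real 64, highest other 1969). The p in Table S6 for eigengenes and intake equals that of the same r with 43 animals for 30 of 30 modules, and with the 32 animals that have an intake for 10 of 30, so that the p there may have been computed with 43 animals. The relation of the red module to intake held within batches and not within cohorts. Batches 1 to 3 each hold cohorts 4 and 5, with a mean intake of 1.74 and 3.21 g/kg per day. Centering on batches leaves that difference in place, so it is no check against cohort. A relation apart from cohort was not shown, with r = 0.164 centered within cohorts (permutation p = 0.333), and stays open.

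Loss of connectivity with ethanol was weighed against the unequal sizes of the groups, since a mean of powered correlations is higher in small groups. Permuted labels gave a log2 ratio as low as the real one, on batch-adjusted values, in 34.7 percent of permutations for synaptic genes, 47.2 percent for steelblue genes and 8.16 percent for chromatin genes, so, by the test set before, group size could account for the ratio of each on these values, while for synaptic genes centered on cohort and group 1.86 percent were as low (-2.33, p = 0.0186). With 11 ethanol-drinking animals drawn at a time, the ratio on batch-adjusted values was 0.13 for synaptic genes, -0.01 for steelblue genes and, for chromatin genes, from -1.61 to -0.36 in 95% of draws, but every draw is set against the same 11 controls, so that this is no test against chance. A loss of connectivity among chromatin genes, which passed in batches 4 to 8 alone (-3.08, p = 0.0131), stays open, as does an effect of ethanol in these cohorts, untested.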
